# UMI-count modeling and differential expression analysis for single-cell RNA sequencing

**DOI:** 10.1186/s13059-018-1438-9

**Published:** 2018-05-31

**Authors:** Wenan Chen, Yan Li, John Easton, David Finkelstein, Gang Wu, Xiang Chen

**Keywords:** Unique molecular identifier, Negative binomial, Differential expression analysis

## Abstract

Read counting and unique molecular identifier (UMI) counting are the principal gene expression quantification schemes used in single-cell RNA-sequencing (scRNA-seq) analysis. By using multiple scRNA-seq datasets, we reveal distinct distribution differences between these schemes and conclude that the negative binomial model is a good approximation for UMI counts, even in heterogeneous populations. We further propose a novel differential expression analysis algorithm based on a negative binomial model with independent dispersions in each group (NBID). Our results show that this properly controls the FDR and achieves better power for UMI counts when compared to other recently developed packages for scRNA-seq analysis.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1438-9) contains supplementary material, which is available to authorized users.

## Background

Single-cell RNA-sequencing (scRNA-seq) technology provides transcriptome profiles of individual cells, enabling the dissection of the heterogeneity of different cell populations and tissues [1]. Although scRNA-seq protocols share common principles of single-cell isolation, cell lysis, transcript capture, complementary DNA (cDNA) conversion and amplification, library preparation, and sequencing, the methodologies differ. Multiple methods for transcript quantification with differing levels of accuracy and sensitivity have been employed in scRNA-seq analysis [2]. However, the paucity of starting material for reverse transcription remains an inherent limitation of scRNA-seq protocols and contributes to the relatively low rate at which messenger RNA (mRNA) molecules in individual cells are converted to cDNA molecules that can be captured and sequenced [3, 4]. Coupled with the stochastic nature of gene expression, scRNA-seq protocols generally produce single-cell transcriptome measurements with low signal-to-noise ratios, exemplified by the high abundance of zeroes in the expression matrix and so-called dropout events. In this context, dropout refers to a special type of missing value whereby the expression of a gene is detected at a moderate or high level in a subset of cells but is not detected in other cells [5].

Read counts and transcript counts are two categories of quantification schemes commonly employed in scRNA-seq. Although the read count-based scheme is similar to the common approaches used for bulk RNA-seq, the miniscule quantity of transcripts captured from a single cell requires cDNA amplification for library construction; this inevitably results in large amplification bias [6]. To mitigate this bias, several recent scRNA-seq protocols have employed an additional step in which individual transcripts are barcoded with unique molecular identifiers (UMIs) before amplification, resulting in a more accurate quantification of the transcript count [7, 8].

Although the fast-evolving experimental protocols for scRNA-seq have given rise to numerous studies employing scRNA-seq techniques, statistical characterizations of scRNA-seq data continue to lag. Most published studies have focused primarily on either read counts [5, 9, 10] or UMI counts [3, 7]. Although a few studies that used both read-count and UMI-count schemes have suggested that employing UMIs in expression measurement globally reduces the technical noises and that the data generally fit into simpler statistical models compared to read counts [3, 11–13], a popular perspective held by the field is that dropout events result in more zeroes than expected in scRNA-seq data and these events need to be explicitly modeled using zero inflated/bimodality models [5, 10, 14–17]. This study investigated the necessity and effectiveness of zero-inflated models in modeling the UMI-count distribution among cells by directly comparing the statistical modeling of UMI counts and read counts.

A closely related application of scRNA-seq count modeling is single-cell differential expression (DE) analysis. Several software packages have been developed specifically for scRNA-seq DE analysis, such as SCDE [5], MAST [9], ROTS [18], Monocle2 [11], and Seurat [19]. However, there have been no systematic evaluations of these methods with respect to UMI count-based scRNA-seq data.

In this study, we first conducted a comprehensive analysis of the modeling UMI counts and read counts in scRNA-seq data. Based on that analysis, we proposed a method using the Negative Binomial model with Independent Dispersions (NBID) and compared its false discovery rate (FDR) control and power to those of other commonly used methods. We also illustrate a practical application of NBID in biomarker identification after unsupervised clustering of scRNA-seq data.

## Results

### Model comparison for UMI counts and read counts

We used a unique dataset produced by Ziegenhain et al. [12] to determine the difference between read counts and UMI counts. A homogeneous population of mouse embryonic stem cells was derived by two inhibitors/leukemia inhibitory factors and used to evaluate six different scRNA-seq protocols, including four UMI count-based protocols and two read count-based protocols. Furthermore, the read counts before conversion to UMIs were also evaluated for the four UMI based protocols, which provided an excellent opportunity to examine the differences between the UMI count and read count for the same data [12]. We first examined scatter plots for cell pairs with similar total read/UMI counts. Figure 1 shows the representative pattern for two cells. This general pattern holds for most cell pairs in the dataset. A large density mass was focused on at (0, 0) (the origin point) in all three results (Fig. 1a, c, and e), which was consistent with the notion that transcripts for most genes were not captured by either cell in scRNA-seq protocols (supported by abundance of zeros in the scRNA-seq data) [10]. Read-count measurements produced results (Fig. 1a–d) similar to those of Kharchenko et al. [5], which were used to illustrate dropout events. The overall UMI-count measurements (Fig. 1e and f) showed less divergence when compared to their read-count counterparts in the same cell pair (Fig. 1c and d). Specifically, quantifications for genes with dropout events (i.e. when transcripts/reads were captured in one cell in the pair but not the other) showed a distinct bi-modal pattern in the read counts (Fig. 1b and d) but a unimodal distribution in the UMI counts (Fig. 1f). Consequently, it is prudent to model gene expression by using a zero-inflated model (i.e. a zero-inflated negative binomial [ZINB] model [5] or hurdle model [9]) for the read counts: one component for the zero counts and the other component for the non-zero counts. However, the fast attenuation of density along the axes suggests that a unimodal distribution (e.g. a Poisson or negative binomial [NB] distribution) may be sufficient for UMI counts.

**Fig. 1:**
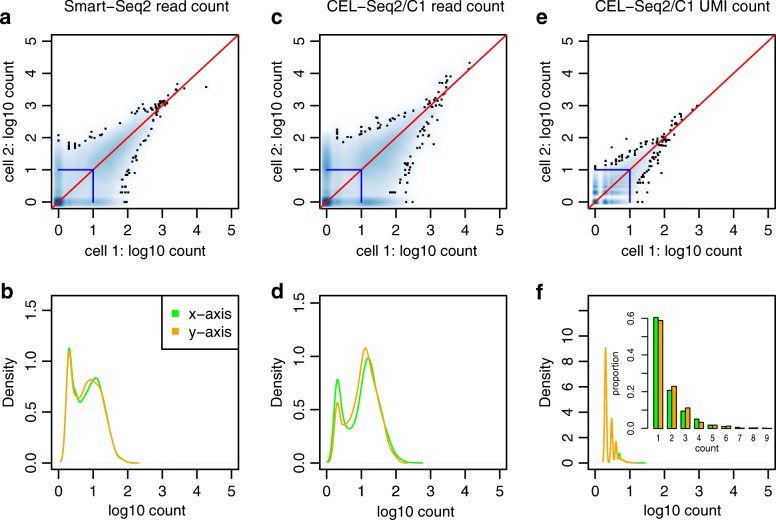
*Scatter plots* of two cells with similar read counts or UMI counts. **a**, **b** Read counts for Smart−Seq2. **c**, **d** Read counts for CEL − Seq2/C1. **e**, **f** UMI counts for CEL − Seq2/C1. **a**, **c**, **e** The *scatter plot* with color-coded density, the highest density at the origin. The *left* and *middle panels*, which are based on the read counts, show very different patterns from the *right panel*, which is based on the UMI counts. **b**, **d**, **f** The density plot along the x- and y-axes of (**a**), (**c**), and (**e**), excluding the origin. For all plots, we kept the genes that were detected in at least five cells among all cells

To further capture the quantitative difference between read counts and UMI counts, we modeled them with different distributions. We employed a backward selection strategy on three candidate models that are commonly used in scRNA-seq studies [3, 5, 7]: a Poisson model with one parameter defining both the mean and the variance; a NB model with two parameters defining the mean and variance; and a ZINB model with three parameters, of which two were the same as those in the NB model. The additional parameter in the ZINB model defines the probability of a count being zero or being distributed as an NB distribution. These three models are nested with increasing complexity, i.e. the Poisson model is a special case of the NB model and the NB model is a special case of the ZINB model. Our goal was to decide on the proper complexity for fitting the scRNA-seq data. We started by testing whether the ZINB model was significantly better than the NB model for modeling the counts. Among those genes that did not reject the NB model, we further tested whether that model was significantly better than the Poisson model. The model selection results are summarized in Table 1 (see also Additional file 1: Figure S1). We analyzed both the UMI counts and read counts (before UMI conversion) form four UMI-based protocols. Although no genes measured in UMI counts preferred the ZINB model over the NB model at an FDR level of 0.05, the results for CEL-Seq2/C1 and MARS-Seq showed a significant percentage of genes (9.4–34.5%) rejecting the NB model in favor of the ZINB model when measured in read counts. Moreover, for UMI counts, a large proportion of genes (39.4–84.0%) selected the simple Poisson distribution. By contrast, read-count measurements resulted in a sharp drop in the proportions of Poisson models (2.4–9.5%, *p* = 0.0078, the Wilcoxon signed rank test) across all platforms evaluated. Read-count only protocols (Smart-Seq and Smart-Seq2) show comparable patterns to the read counts from UMI protocols. Overall, our analysis implies that while ZINB is necessary for a significant fraction of read counts, it is not needed for UMI counts.

**Table 1:** Number of genes with selected models for different protocols from Ziegenhain et al. [12]

					NB vs ZINB		Poisson vs NB	
Protocol	Cells used (n)	Genes detected (n)	Genes tested (n)	Genes converged (n)	ZINB	NB	Poisson	Poisson (%)
UMI count								
CEL-Seq2/C1(A)	34	16,690	11,345	11,345	0	2968	8377	73.84
CEL-Seq2/C1(B)	37	17,229	12,190	12,189	0	3794	8395	68.87
Drop-Seq(A)	42	16,579	10,702	10,702	0	4277	6425	60.04
Drop-Seq(B)	34	15,469	9288	9288	0	3659	5629	60.61
MARS-Seq(A)	29	14,551	8266	8266	0	4592	3674	44.45
MARS-Seq(B)	36	15,406	9644	9644	0	5848	3796	39.36
SCRB-Seq(A)	39	16,411	12,955	12,955	0	1214	11,741	90.63
SCRB-Seq(B)	45	16,944	13,212	13,212	0	2115	11,097	83.99
CEL-Seq2/C1(A)	34	16,690	11,345	10,679	3679	6385	615	5.76
CEL-Seq2/C1(B)	37	17,229	12,190	12,155	1174	10,443	538	4.43
Drop-Seq(A)	42	16,579	10,702	10,690	121	9601	968	9.06
Drop-Seq(B)	34	15,469	9288	9278	91	8329	858	9.25
MARS-Seq(A)	29	14,551	8266	8132	761	7161	210	2.58
MARS-Seq(B)	36	15,406	9644	9531	1333	7974	224	2.35
SCRB-Seq(A)	39	16,411	12,955	12,954	0	11,814	1140	8.80
SCRB-Seq(B)	45	16,944	13,212	13,212	0	11,964	1248	9.45
Read count								
Smart-Seq2(A)	80	21,076	15,294	15,098	7905	5795	1398	9.26
Smart-Seq2(B)	77	20,861	15,224	15,152	6456	7244	1452	9.58
Smart-Seq/C1(A)	69	19,699	13,518	13,513	16	12,761	736	5.45
Smart-Seq/C1(B)	61	19,100	12,949	12,947	0	11,888	1059	8.18

### Negative binomial model for UMI counts

A model selection strategy always selects a “best” model among the specified candidates even though the chosen model may fit the underlying data poorly. Therefore, we evaluated the goodness of fit for these selected models. Because a Poisson model can be modeled as a special scenario of the NB model, we began by measuring the goodness of fit of the NB model for various datasets reported by Ziegenhain et al. [12] (Table 2). At an FDR level of 0.05, only 0.1% (range = 0–0.4%) of converged genes rejected the NB model for UMI counts. This percentage was significantly increased to 14.2% (range = 1.1–35.3%, *p* = 0.0078, the Wilcoxon signed rank test) for read counts from the same datasets, indicating that a high-level noise was introduced by cDNA amplification. We further examined the proportion of genes that could be modeled by a Poisson model. As expected, the percentage of genes with an adequate Poisson fit (FDR > 0.05) dropped sharply from 80.2% (range = 65.7–95.1%) for UMI counts to 2.6% (range = 1.0–4.1%, *p* = 0.0078, the Wilcoxon signed rank test) for read counts measured in the same datasets. The goodness of fit of both the Poisson and NB models supports the conclusion that UMI counts can be modeled by simpler models when compared to read counts.

**Table 2:** Goodness of fit test for the Poisson and NB models for different protocols from Ziegenhain et al. [12]

Protocol	Cells Used (n)	Genes tested (n)	Genes reject Poisson (n)	Genes reject NB (n)	Accept Poisson (%)	Reject NB (%)
UMI count						
CEL-Seq2/C1(A)	30	3357	660	1	80.34	0.03
CEL-Seq2/C1(B)	33	5601	1082	3	80.68	0.05
Drop-Seq(A)	37	2311	548	2	76.29	0.09
Drop-Seq(B)	30	1690	414	0	75.50	0.00
MARS-Seq(A)	26	1162	317	2	72.72	0.17
MARS-Seq(B)	32	2184	750	8	65.66	0.37
SCRB-Seq(A)	35	4218	214	1	94.93	0.02
SCRB-Seq(B)	40	4360	213	0	95.11	0.00
Read count before converting to UMI						
CEL-Seq2/C1(A)	30	6012	5954	622	0.96	10.35
CEL-Seq2/C1(B)	33	7993	7897	90	1.20	1.13
Drop-Seq(A)	37	4574	4386	430	4.11	9.40
Drop-Seq(B)	30	2867	2781	512	3.00	17.86
MARS-Seq(A)	26	2830	2743	152	3.07	5.37
MARS-Seq(B)	32	4248	4168	265	1.88	6.24
SCRB-Seq(A)	35	7392	7194	2065	2.68	27.94
SCRB-Seq(B)	40	7112	6855	2507	3.61	35.25
Read count						
Smart-Seq2(A)	72	10,880	10,692	2696	1.73	24.78
Smart-Seq2(B)	69	10,684	10,469	1790	2.01	16.75
Smart-Seq/C1(A)	62	9342	9249	87	1.00	0.93
Smart-Seq/C1(B)	55	7990	7893	75	1.21	0.94

A model is rejected if FDR < 0.05 among all genes tested; otherwise it is accepted

*NB* negative binomial

### Modeling and goodness of fit for UMI counts in large scale scRNA-seq datasets

Although the datasets of Ziegenhain et al. [12] provided an unparalleled opportunity to evaluate the difference between read counts and UMI counts, the number of cells captured was relatively small (range = 29–80). We extended our analysis to additional datasets generated by different platforms [7, 20–23] to evaluate whether the same pattern generally held for other datasets. Despite technical differences among protocols and heterogeneity within cell populations, overall, the model selection and goodness-of-fit analysis for these datasets supported our conclusion that UMI counts can be modeled by simpler models when compared to read counts (Additional file 2: Tables S1A and S1B).

Since 2016, several Drop-seq UMI based platforms have appeared with the capability to process thousands of cells in a single experiment [2, 8]. Consequently, we studied whether the same pattern held for such large-scale datasets. 

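Rh41 cells were profiled as a single droplet library of 3′ transcript ends, and the authors deposited the number of UMIs of each gene in each cell barcode, made with Cell Ranger from reads aligned to GRCh38 and not normalized. The matrix held 7261 barcodes, 33694 genes and 172627988 UMIs, and 23060 of the genes had at least 1 UMI. A barcode had between 5553 and 124889 UMIs, with a median of 22181 UMIs and 4091 genes. The paper refers to its supplementary methods for the quality control of these cells, which were not used here, so limits were chosen and cells were kept when their log10 numbers of UMIs and of genes lay within 3 scaled median absolute deviations of the median and their mitochondrial share was no more than 3 such deviations above its median. The limits came to 8387 and 58660 UMIs, 2404 and 6963 genes and a mitochondrial share of 10.4%. They kept 6920 cells and left out 341, and 7173 cells were kept at 5 deviations, an alternative chosen after the data were examined. The authors filtered ribosomal and mitochondrial genes, and 194 such genes were removed here as well, which held 45.4% of the UMIs of the kept cells and left a median of 12201 UMIs per cell. No doublet caller was run. Because the cells come from 1 library they are not replicates, and no test between groups of cells was made. Intervals on sums of UMIs are exact Poisson intervals and intervals on shares of cells are exact binomial intervals (Clopper-Pearson), both at 95% and both covering counting error only.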

We applied the described model-selection strategy and goodness-of-fit test to the following datasets: (1) CD4+ naïve T cells (9850 cells); and (2) CD4+ memory T cells (9578 cells), both of which were generated on the GemCode platform (10× Genomics, Pleasanton, CA, USA) [8], and 3) Rh41 cells, a human *PAX3-FOXO1* positive alveolar rhabdomyosarcoma (ARMS) cell line (6875 cells) prepared in-house on the Chromium platform (10× Genomics). 

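Clusters were inferred from the 18554 genes detected in at least 5 of the kept cells, with UMIs scaled to 10000 per cell, log2 transformed after adding 1, standardised per gene and capped at 10. A sequential Tracy-Widom test at the 0.05 level kept 115 components of the singular value decomposition, and the component whose absolute correlation with the log10 number of UMIs was above 0.5 was left out. Spectral clustering on the 30 nearest neighbours in the other 114 components was run for 2 to 10 clusters. The mean silhouette was 0.128 for 2 clusters, 0.107 for 3, 0.123 for 4 and at most 0.0287 for 5 or more. The 2-cluster solution was fixed beforehand because the paper used it, so the silhouette did not choose it, though its value was the highest. Cluster 2 held 3105 of the 6920 cells (44.9%, interval 43.7% to 46.1%) and cluster 1 held 3815. The median cell had 23010 UMIs in cluster 1 and 21334 in cluster 2. The numbering follows Table S2, since the log2 ratios of TPM between cluster 2 and cluster 1 had a Pearson correlation of 0.998 with those of the paper across its 39 genes, which are not independent replicates. When each cell was instead assigned by the likelihood of its UMIs under the cluster TPMs that Table S2 lists, 39.8% of cells fell in cluster 2 and 90.1% of cells were in the same cluster by both assignments (adjusted Rand index 0.644). K-means on the same components moved the share most, to 28.8% of cells in cluster 2.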

Rh41 cells contained two distinct subpopulations based on unsupervised clustering analysis (Additional file 1: Figure S2) and were included to evaluate the effects of strong heterogeneity on model selection and fitting (Table 3). 

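For each of the 18554 genes with UMIs in at least 5 Rh41 cells, NB was compared with ZINB by a likelihood ratio test, and Poisson with NB among the genes that did not select ZINB. The log total of UMIs per cell was the offset, the null distribution was an equal mixture of a point mass at 0 and a chi-square with 1 degree of freedom, and the Benjamini-Hochberg FDR was 0.05. All 18554 genes converged. ZINB was selected by 46 genes (0.248%), NB by 9531 (51.4%) and Poisson by 8977 (48.4%). The largest likelihood ratios of ZINB over NB were those of MYOG (443), KANK4 (351), NOS1 (134), PRDX2 (126) and TNNI1 (107). The fitted share of extra zeros was 16.3% for MYOG and 3.03% for TNNI1, with a median of 4.01% over the 46 genes. Requiring 50 non-zero cells moved the number of Poisson genes most, to 4780 of the 13942 genes then tested. Fitting with no offset moved the number of NB genes most, to 11355, and the total over all genes as offset moved the number of ZINB genes most, to 38. On counts simulated for the same 6920 cells, 195 of 200 ZINB genes and 985 of 1000 Poisson genes were selected as simulated. So were 702 of 1000 NB genes, while 3 NB genes selected ZINB. The simulated ZINB genes had raised means and a share of extra zeros set far above the median of 4.01%. Their recovery therefore does not measure the power to find genes with so few extra zeros. The T-cell data sets were not analysed here.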

Although few genes (4–7, 0.04–0.06%) preferred the ZINB model in the relatively homogeneous T-cell populations, the percentage of genes selecting the ZINB model in Rh41 cells was slightly elevated, albeit still low (39 genes, 0.21%). 

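Of the 46 genes that selected ZINB in the Rh41 cells, 41 had a lower TPM in cluster 2 than in cluster 1 and 5 had a higher TPM. Their median absolute log2 ratio between the clusters was 0.64, against 0.22 for the 4259 genes with at least 0.5 UMIs per cell. The absolute log2 ratio was at least 1 for 11 of the 46 genes and under 0.2 for 10 of them. MYOG (ENSG00000122180, chromosome 1 of GRCh38 from 203083129 to 203086012) encodes the muscle transcription factor myogenin. It had a TPM of 356 (interval 351 to 361) in cluster 1, where 91.7% of cells had a UMI, and of 154 (interval 151 to 158) in cluster 2, where 56.8% of cells had 1. KANK4 (ENSG00000132854, chromosome 1 from 62236165 to 62319434) had a TPM of 383 in cluster 1 and 125 in cluster 2. Of the 39 genes in Table S2, 38 were among the 46, and the direction between the clusters was that of Table S2 for all 39. When the models were fitted within each cluster alone, 11 genes selected ZINB in the 3815 cells of cluster 1, against 29 and 31 genes in 2 random sets of as many Rh41 cells. In the 3105 cells of cluster 2, 12 genes selected ZINB, against 23 and 27 genes in random sets. With cells assigned by Table S2, the numbers were 14 genes in cluster 1, against 26 and 31, and 13 genes in cluster 2, against 18 and 24. This assignment splits cells on the UMIs of genes that selected ZINB, 38 of them among the 46, so it is no independent check. The main clusters were inferred from the same UMIs, those of the genes that selected ZINB included, so they are no independent check either.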

The expression of these genes differed significantly between the two clusters (FDR < 0.05, the Wilcoxon rank sum test; see also Additional file 2: Table S2), suggesting that the fraction of genes preferring the ZINB model correlates with the level of heterogeneity.

**Table 3:** Number of genes with selected models for large-scale datasets on the GemCode and Chromium platforms

					NB vs ZINB	Poisson vs NB		
Data	Cells used (n)	Genes detected (n)	Genes tested (n)	Genes converged (n)	ZINB	NB	Poisson	Poisson (%)
Naive T cells (Gemcode)	9850	32,738	11,978	11,977	7	5336	6634	55.39
Memory T cells (Gemcode)	9578	32,738	12,569	12,567	4	6336	6227	49.55
Rh41 (Chromium)	6875	33,416	18,435	18,435	39	9387	9009	48.87

Compared to the datasets of Ziegenhain et al. [12], the T and Rh41 datasets displayed a lack of statistical fit for simpler models (Table 4). Specifically, the genes modeled by the Poisson model dropped to 61.1% (range = 51.9–67.6%) and the percentage of genes that rejected the NB model increased to 5.3% (range = 3.4–8.4%). In addition to elevated heterogeneity in the Rh41 cells, the sample size of these datasets (range = 6875–9850) also played an important role in the increased lack of model fitness. It has been documented that very large samples invariably produce statistically significant lack of fit, even though the departure from the specified distributions may be very small and unimportant [24]. Therefore, we compared the empirical probability mass function (pmf) and the cumulative distribution function (cdf) with the fitted negative binomial model to evaluate visually the difference between them for genes rejecting the NB model (Fig. 2, Additional file 1: Figures S3 and S4). 

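For the goodness-of-fit test, every Rh41 cell was down-sampled without replacement to 8097 UMIs, the 10% quantile of the totals, which left 6228 cells. Bins with no more than 5 cells were merged, and a chi-square test was made for each gene with enough bins for NB, with an FDR of 0.05. Of the 6621 genes tested, 4559 rejected Poisson, so that 31.1% accepted it, and 291 rejected NB (4.40%). All 291 genes also rejected Poisson. Genes that rejected NB had a median of 2.04 UMIs per cell after down-sampling, and genes that accepted NB had a median of 0.419. Keeping the ribosomal and mitochondrial genes moved the number of genes that rejected NB most, to 433 (6.23%). With another random seed for the down-sampling 295 genes rejected NB, of which 195 were among the 291. In a simulation of NB counts with the fitted means and dispersions of these genes, 10 of 6163 NB genes rejected NB. So did 199 of 200 genes given extra zeros. These 200 were drawn only from genes with higher means and lower dispersions. Their share of extra zeros was set far above the median of 4.01% fitted to the genes that selected ZINB. Their rejection therefore does not measure power for weaker zero inflation or lower expression.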

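The effect of the number of Rh41 cells was measured by repeating the goodness-of-fit test on random sets drawn from the 6228 down-sampled cells, with 5 draws per size. The percentage of genes that rejected NB was 0.433 ± 0.123% (SD, n = 5 draws) with 500 cells, 1.12 ± 0.0984% with 1000 cells, 2.17 ± 0.222% with 2000 cells and 3.25 ± 0.122% with 4000 cells. Each step was larger than the spread between draws. Over the same sizes the percentage of genes that accepted Poisson was 64.7 ± 0.409%, 56.1 ± 0.814%, 47.4 ± 0.630% and 37.6 ± 0.729%. The number of genes that could be tested also differed, from a mean of 3555.8 with 500 cells to 6063.2 with 4000 cells. The draws share cells, so their SD understates the spread between independent cultures.

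**Figure D1:**
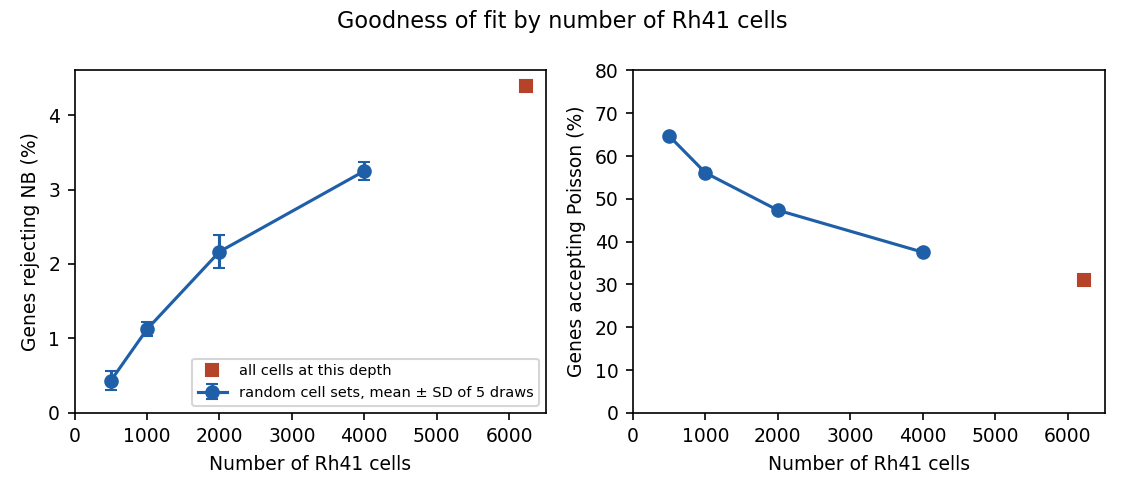
Percentage of tested genes that rejected NB (left) and that accepted Poisson (right) against the number of Rh41 cells, as circles for the mean and bars for the SD of 5 random draws, with a square for all 6228 cells. The left panel runs from 0.433% at 500 cells to 3.25% at 4000 cells, and the right panel from 64.7% to 37.6%.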

Even though these genes rejected the NB model at an FDR level of 0.05, the fitted pmf and cdf curves were good approximations of their empirical counterparts. 

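For each tested Rh41 gene, the largest absolute difference between the empirical cdf and the fitted NB cdf was computed from the down-sampled UMIs. The median of this difference was 1.24 percentage points over the genes that rejected NB and 0.141 over the genes that accepted it. It was under 5 percentage points for 285 of the 291 genes that rejected NB, and the largest was 9.32. For the pmf, the medians were 1.04 and 0.222 percentage points. Merging bins with no more than 20 cells moved the median cdf difference of rejecting genes most, to 1.477 percentage points. The genes with the smallest p-value for NB were FTH1, FTL and GNAS, whose largest cdf differences were 4.28, 6.80 and 1.91 percentage points. FTH1 (ENSG00000167996, chromosome 11 from 61959718 to 61967634) and FTL (ENSG00000087086, chromosome 19 from 48965309 to 48966879) encode the ferritin chains and had means of 47.5 and 55.3 UMIs per cell after down-sampling. The annotation lists 25 pseudogenes named after FTH1 and 16 named after FTL, so their counts are uncertain where reads match more than a single copy. GNAS (ENSG00000087460, chromosome 20 from 58839718 to 58911192) had a mean of 11.3 UMIs per cell.

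**Figure D2:**
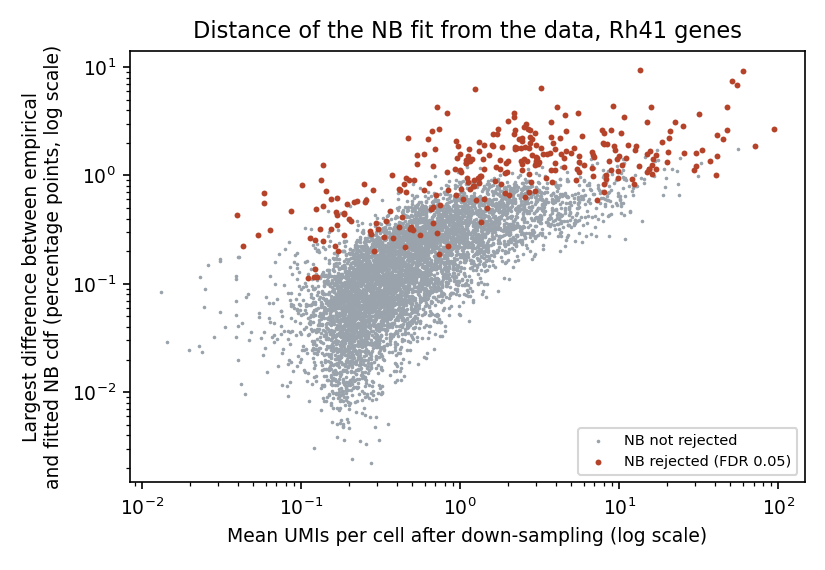
Largest difference between the empirical and the fitted NB cdf of each of 6621 Rh41 genes, in percentage points, against its mean UMIs per cell after down-sampling, both on log axes. The 291 genes that rejected NB (red) lie at a median of 1.24 percentage points and the other genes (grey) at 0.141.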

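The ZINB model has 1 more parameter than NB, and 4109 of the Rh41 genes had enough bins to test it. Among these, 311 genes rejected NB and 357 rejected ZINB, each at an FDR of 0.05. Where extra zeros do not improve the fit, ZINB equals NB but is tested with 1 degree of freedom fewer. The larger number for ZINB is therefore partly built in and does not show that ZINB describes the counts worse. Of the 311 genes that rejected NB, 26 accepted ZINB. Over the alternatives this number lay between 23, with another random seed for the down-sampling, and 29, when bins with no more than 20 cells were merged.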

Importantly, among the 23 to 282 genes that rejected the NB model, only few (3–17) were adequately approximated by the ZINB model (Additional file 2: Table S3). Therefore, we conclude that the NB model is a good approximation model for UMI counts, even for large-scale scRNA-seq data with evidence of heterogeneity.

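The goodness-of-fit test was also made within each Rh41 cluster, at the same depth. Within cluster 1, with 3499 cells, 68 genes rejected NB, against 155 to 177 genes in 5 random sets of as many Rh41 cells. Within cluster 2, with 2729 cells, 140 genes rejected NB, a number inside the range of 122 to 152 genes in 5 random sets. Among tested genes with an absolute log2 ratio of at least 1 between the clusters, 15.1% of 469 genes rejected NB over all cells, against 2.90% of 2893 genes with an absolute log2 ratio under 0.2. The paper reasons that very large samples give a statistically significant lack of fit even for small departures, and, from the closeness of the fitted and empirical curves and from the few genes that ZINB fitted where NB was rejected, it concludes that NB is adequate for UMI counts of heterogeneous cells.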

**Table 4:** Goodness of fit test for the Poisson and NB models for large-scale datasets on the GemCode and Chromium platforms

Data	Cells used (n)	Genes tested (n)	Genes reject Poisson (n)	Genes reject NB (n)	Accept Poisson (%)	Reject NB (%)
Naive T cells (Gemcode)	7332	776	403	65	48.07	8.38
Memory T cells (Gemcode)	8622	836	533	28	36.24	3.35
Rh41 (Chromium)	6187	6853	4630	295	32.44	4.30

A model is rejected if FDR < 0.05 among all genes tested; otherwise it is accepted

*NB* negative binomial

**Fig. 2:**
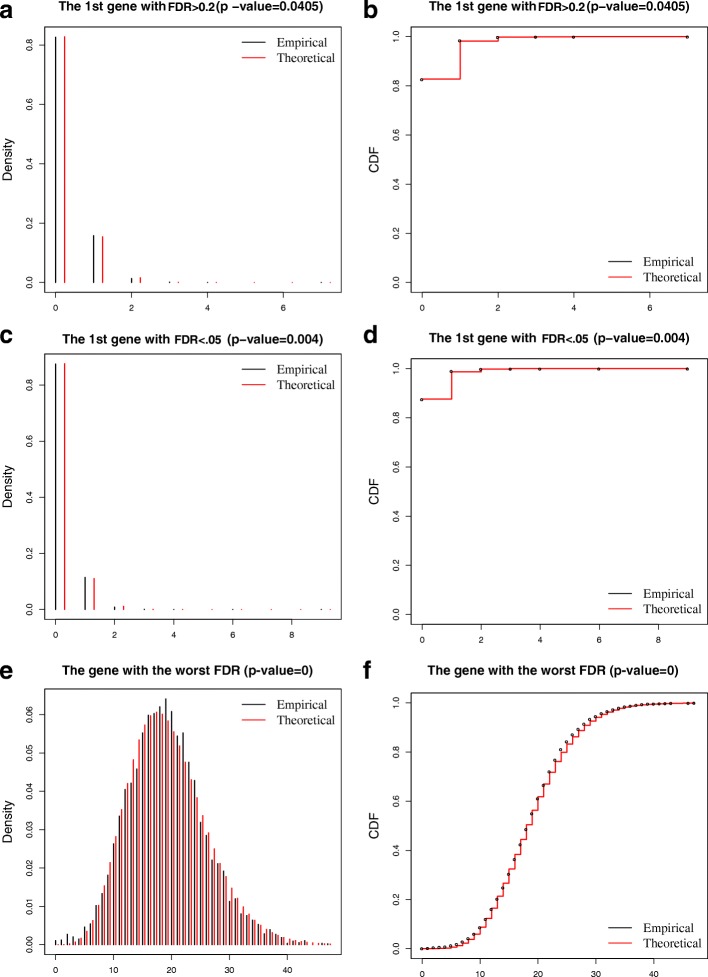
Goodness of fit using the negative binomial distribution on the naïve T-cell data (Tn). **a** The empirical and theoretical probability mass function (pmf) for the first gene with FDR > 0.2. **b** The empirical and theoretical cumulative distribution function (cdf) for the first gene with FDR > 0.2. **c, d** The same pmf and cdf plots for the first gene with FDR < 0.05. **e, f** The same pmf and cdf plots for the gene with the worst FDR

### scRNA-seq differential expression analysis

A direct consequence of properly modeling scRNA-seq counts is the power to accurately conduct differential expression analyses. Based on the knowledge derived from UMI-count modeling, we proposed a NB-based algorithm for differential expression analysis of large-scale UMI-based scRNA-seq data. We extended the general NB-based models by allowing independent dispersion parameters in each biological condition, resulting in the NBID method. This approach is analogous to the *t*-test, which allows different variances between groups when testing the equivalence of means. The rationale stems from the apparent variations in dispersion even at the same average expression level [3, 7]. Because the number of cells in each condition is generally sufficient in large-scale datasets, we derive separate dispersion estimates for each condition; these are used in the subsequent NB-based test against the null hypothesis that different conditions have the same average expression. We compared the proposed method with other commonly used methods (Additional file 2: Table S4): Monocle2 [11]; SCDE [5]; ROTS [18]; MAST [9]; and Seurat [19]. Although both SCDE and MAST were developed for read counts, their authors claim that they can be applied to UMI data. To handle the apparent zero inflation, SCDE employs a mixture of a NB model and a Poisson model, while MAST uses a hurdle model with the non-zero component modeled with a Gaussian distribution. Monocle2 [11] and Seurat [19] provide NB-based differential expression analysis (among other models) for UMI counts. We also included ROTS based on a recent comparison of scRNA-seq differential expression analysis [18]. Recently, several scRNA-seq-tailored normalization schemes have been proposed [16]. We evaluate their contributions by integrating NBID with scran, a state-of-the-art generic normalization method [25], by using the cell-specific size factor estimated by scran in NBID (NBID_scran).

### FDR and power comparison for differential expression analysis of UMI-based scRNA-seq data

We first evaluated the FDR control for all methods by using simulated data. Instead of generating artificial datasets from a theoretical distribution, we simulated groups of cells with differentially expressed genes from publicly available datasets collected from different protocols (data from memory T cells obtained by GemCode [8], from whole-intestinal organoids obtained by CEL-Seq [20], and from heterogeneous dendritic cells obtained by MARS-Seq [21]). We began with randomly generating two distinct groups of cells by swapping the UMI counts for two sets of genes in the second group. Here, the first group represented cells collected under a reference condition and the second group contained cells under the testing condition with simulated differential expressions. The two equal-sized sets of genes had different average expression levels in the full dataset before swapping. This strategy generated artificially separated groups of cells while retaining specific characteristics of the scRNA-seq counts for each cell. The distribution of the total number of UMIs captured in a cell is an important characteristic for UMI-based scRNA-seq experiments. Although biological differences (such as the physical cell size, proliferation status, and cell-cycle stages) may affect the absolute number of transcripts in the cells, technical (non-biological) variations, such as the cell-to-cell variations in the conversion factor between transcripts and captured UMIs and variations in the sequencing depth, have substantial influence on the number of UMIs captured for each cell. Moreover, the effects of total UMI variations are disproportionally biased towards the gene with lower expression [17, 26] and the disparity in the number of UMIs is further exacerbated in scenarios in which two groups of cells being compared are captured and sequenced separately. To evaluate the robustness of performance against the commonly observed difference in the total UMIs captured per cell, we simulated three scenarios in terms of expected group difference in the total UMIs captured by sub-sampling UMIs in the second group of cells: no difference (100% UMIs retained); mild difference (80–90% UMIs retained); and intermediate difference (50–60% UMIs retained). Because NBID assumes a sufficiently large number of cells in each group, we evaluate its robustness in common scenarios for scRNA-Seq experiments with different number of cells (60, 300, or 1000 cells, approximating samples collected from 96-well plates, 384-well plates, and by droplet methods, respectively).

In extensive simulations of 300 or 1000 cells (two groups combined) with different simulated fold change from multiple datasets obtained by different protocols, Monocle2, SCDE, and Seurat consistently inflated the FDR and the number of false positives increased with the level of expected UMI difference between groups (Table 5, Additional file 2: Tables S5–S8). Similar to the comparisons result derived from read counts [27], SCDE generally detected fewer DE genes compared to other methods in UMI-count scRNA-seq data. However, it often produced relatively high number of false positives, which resulted in severely inflated FDRs in the simulations. Due to the severely inflated FDRs (with or without expected group difference in the total UMI counts) in many scenarios, both SCDE and Seurat were excluded from subsequent analyses. ROTS controlled FDR without UMI difference, but severely inflated the FDR in scenarios with expected group differences in UMIs. While MAST controlled the FDR without and with mild group difference in UMIs, it also shows inflated the FDR with intermediate differences in total UMIs. NBID and NBID_scran were the only methods to achieve proper FDR control under all three scenarios (Table 5).

**Table 5:** FDRs of evaluated methods

		1^a^		0.8–0.9^b^			0.5–0.6^c^		
Method	FDR	False (n)	DE (n)	FDR	False (n)	DE (n)	FDR	False (n)	DE (n)
Monocle2	**0.069**	5.9	83.9	**0.089**	7	79.1	**0.276**	22.1	79
SCDE	**0.299**	2.6	8.3	**0.34**	3.7	9.5	**0.848**	123.5	145.2
MAST	0.001	0	29.5	0.003	0.1	28.2	**0.193**	3.4	19.5
ROTS	0.045	4.4	97.5	**0.497**	71.6	145.9	**0.835**	272.4	323.9
Seurat_ttest	**0.244**	31.5	128.3	**0.441**	69.6	156.1	**0.927**	653.6	704.5
Seurat_bimod	**0.154**	17.6	112.5	**0.655**	172	258.7	**0.928**	924.5	996.3
Seurat_tobit	**0.248**	32.2	129	**0.45**	72	158.5	**0.873**	351.7	402.8
Seurat_poisson	**0.208**	25.7	122.6	**0.188**	20.1	106.1	**0.573**	67.4	116.2
Seurat_negbinom	**0.197**	23.9	120.7	**0.164**	16.9	102.4	**0.5**	47.7	93.8
NBID_scran	0.038	3.4	86.9	0.035	2.8	80.1	0.039	2.5	62.4
NBID	0.033	2.8	85.7	0.032	2.7	81.4	0.03	1.8	58.9

^a^No sub-sampling

^b^The sub-sampling ratio in Group 2 was 0.8–0.9

^c^The sub-sampling ratio in Group 2 was 0.5–0.6.

Bold values indicate FDR > 0.05. Bold and underlined values indicate FDR > 0.1. The nominal FDR was 0.05. Simulation based on the Memory T-cell data [8], 500 cells in each group, results are averaged over 96 replicates (see Additional file 2: Tables S5–S9 for results for other simulation scenarios). NBID_scran used the size factor computed by scran as the offset instead of the total UMI counts

In the simulation of 60 cells combined, all the methods except for MAST yielded various degrees of FDR inflation (Additional file 2: Table S9), indicating that > 60 cells are needed for a robust DE analysis in scRNA-seq. Nevertheless, when we focused on genes with high expression (with TPM ≥ 50 in at least one group, similar to the threshold employed in reference [28]), NBID and NBID_scran approached the desired FDR control in all three scenarios.

We used precision-recall curves to evaluate the power of the methods (Fig. 3 and Additional file 1: Figures S5–S9). Measured by the area under the curve (AUC), NBID and NBID_scran robustly outperformed other methods in different simulation scenarios. Although ROTS had a slight edge without group difference in UMIs, it was highly sensitive to the group difference: even a mild difference dropped the AUC to 0 in simulations with 1000 cells. NBID and NBID_scran achieved similar results, suggesting that the total UMI count is a good estimator for the cell-specific size factor in the simulations.

**Fig. 3:**
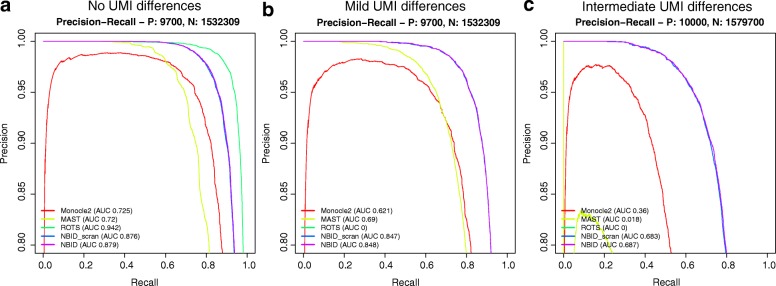
*Precision-recall curves* for selected methods. **a** The precision-recall curve without UMI differences between two groups. **b** The precision-recall curve with mild UMI differences between two groups. **c** The precision-recall curve with intermediate UMI differences between two groups. For each scenario, some methods failed to run on few replicates but at least 97 replicates were used to calculate the precision and recall rate. P true DE genes, N true non-DE genes

### Differential expression analysis of naive T cells and memory T cells

We evaluated three algorithms (MAST, ROTS, and NBID) for their ability to identify DE genes in naïve T cells and memory T cells (Fig. 4 and Additional file 2: Tables S10 and S11). NBID detected more DE genes than did MAST or ROTS (Fig. 4a), consistent with the simulation results showing better power with NBID. Because the true DE genes in the groups were unknown, we compared the inferred DE genes against a published list of DE genes for naïve T cells and memory T cells (Table 1 in reference [29]). Since both T-cell datasets were derived from the CD4+ population [8], CD8+ specific genes were ignored. Of the 37 true positives, NBID, MAST, and ROTS recovered 34 (92%), 30 (81%), and 24 (65%), respectively. The three genes missed by NBID (*LY96*, *STAM*, and *TOX*) had very low expression in the dataset (average UMI count from the large group: 0.002, 0.007, and 0.007, and TPM: 2.7, 9.4 and 10.7, with an average of approximately 850 UMIs being captured per cell), leading to insufficient detection power for DE genes. Consequently, none of the evaluated algorithms classified the three genes as DE genes. Additional file 1: Figure S10 shows density plots of selected genes.

**Fig. 4:**
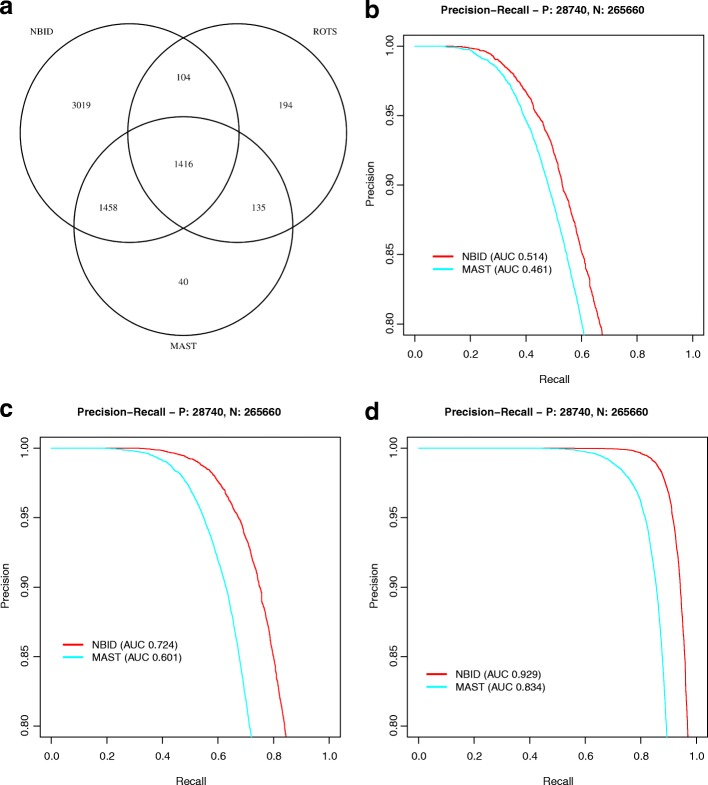
Comparison of detected genes in naïve T cells and memory T cells. **a** The *Venn diagram* of DE genes detected by NBID, ROTS, and MAST. **b** The *precision-recall curves* obtained using a subset of 1000 cells of each cell type. For the power calculation, we chose the DE genes detected in both NBID and MAST as the true DE genes and the genes not detected as DE genes in either NBID or MAST as the true non-DE genes. **c**, **d** The same as (**b**) except using subsets of 2000 and 5000 cells, respectively

We carried out additional in-silico validation of predicted DE genes by NBID and MAST. We assumed that the DE genes detected by both algorithms were true positive and that genes not detected as DE genes by either algorithm were true negatives. We then randomly sampled subsets of cells from each population (1000, 2000, or 5000 cells) and compared the recovery of these genes in ten subsampled replicates. NBID outperformed MAST, having a higher AUC in all three settings (Fig. 4b–d).

In this real-data analysis, NBID_scran again achieved similar results as NBID. Specifically, 5728 DE genes were detected by both methods, accounting for 95.5% and 94.3% of all DE genes by NBID (5997) and NBID_scran (6076), respectively. Together with additional evidences from simulation studies, we conclude that the default normalization scheme employed by NBID generally achieved comparable performance with scran, a state-of-the-art normalization scheme.

### Differential expression analysis for biomarker identifications

scRNA-seq has been widely used to reveal the subpopulation structure in heterogeneous cell populations through unsupervised clustering approaches [1]. Differential expression analysis of identified cell subpopulations can further characterize their functional differences and identify potential biomarkers for experimental validation and subpopulation separation. Consequently, we applied NBID and MAST to detect DE genes in the two subpopulations inferred to be present in Rh41 cells. 

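UMIs of each gene were summed over the cells of each Rh41 cluster, 49395150 UMIs in cluster 1 and 41239362 in cluster 2, and expressed as TPM, without regard to gene length. In place of a test across cells, a gene was counted by size alone, when its TPM was at least 3 in a cluster and its absolute log2 ratio, with 1 UMI added to each sum, was at least 1. Of 11467 genes with that TPM, 1101 passed, 888 higher in cluster 2 and 213 lower. The clusters were defined on the same UMIs, so the number was computed again with clusters from a random part of the UMIs and ratios from the UMIs left over, and 1118 genes passed. A TPM limit of 10 moved the number most, to 616 genes, and among other clusterings k-means did, to 1357 genes.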

Among the expressed genes (with TPM ≥ 3 in at least one group [30]), NBID and MAST revealed 1019 and 448 DE genes between the two clusters with a fold change > 2 between the two clusters (Additional file 2: Tables S12, S13), respectively. We ranked the potential of DE genes to be robust biomarkers based on the test FDR values, their relative fold changes, and their overall expression levels. 

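CD44 (ENSG00000026508, chromosome 11 of GRCh38 from 35138882 to 35232402) encodes a receptor at the cell surface. In cluster 1 its 303 UMIs gave a TPM of 6.13 (interval 5.46 to 6.87), and in cluster 2 its 3240 UMIs gave a TPM of 78.6 (interval 75.9 to 81.3). The log2 ratio of cluster 2 over cluster 1 was 3.67 (interval 3.51 to 3.85). On the UMIs left over when clusters were inferred from a random part of them, an alternative added after the data were examined, the log2 ratio was 3.55. A UMI of CD44 was seen in 7.08% of cells in cluster 1 (interval 6.28% to 7.94%) and in 44.4% in cluster 2 (interval 42.6% to 46.1%). With every cell thinned to 8097 UMIs, which left out 316 cells of cluster 1 and 376 of cluster 2, the shares were 4.80% and 35.7%. The culture holds no cell type known to lack CD44, so the share that free RNA gives could not be measured, and the share in cluster 1 is an upper limit for it. By the log2 ratio alone, CD44 ranked 94th among the 11467 expressed genes and 52nd among those with a TPM of at least 10 in a cluster. The log2 ratio was 4.00 with k-means clusters and 3.49 with ribosomal and mitochondrial genes kept.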

The *CD44* gene, which encodes a commonly used cell surface marker, appeared at the top of the list (Fig. 5a). FACS sorting confirmed the presence of two subpopulations with different CD44 protein levels (CD44^high^ and CD44^low^) in Rh41 cells (Fig. 5b). Being both a receptor for extracellular matrix components and a co-factor for growth factors and cytokines, CD44 is a well-established cancer stem cell marker with great prognostic and therapeutic potentials [31, 32].

**Fig. 5:**
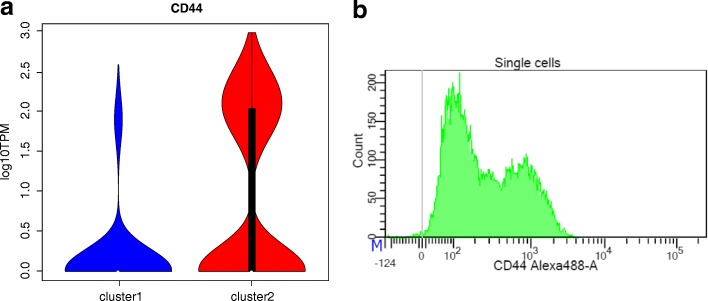
Differential expression of CD44 in two clusters in the Rh41 cell line. **a** *Violin plot* of the gene expression among cells in the two clusters, the TPM is in log10 scale after adding a small value 1. **b** The CD44 count distribution when using CD44 to sort single cells, indicating two clusters of cells with different levels of CD44 expression

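Bulk RNA-seq covered 3 sorts of Rh41 cells, each its own batch with 1 CD44high library, 1 CD44low library and 1 library of unsorted cells. Ribosomal RNA was depleted from total RNA, paired ends were sequenced, and the authors deposited the number of reads that HTSeq counted on each gene symbol, without normalization. The paper's text does not name the genome build, the annotation or the strandedness of this counting, so antisense and overlapping genes are uncertain. The table held 33572 genes, of which 75 summed more than 1 gene identifier and 28350 had at least 1 read. The libraries had 47586850 to 86531579 counted reads, with batch 1 the deepest. CD44high and CD44low libraries were compared with edgeR's quasi-likelihood test after TMM normalization and the filterByExpr filter, with the batch as a block because the paper coded each replicate as a pair. Of 17881 genes tested, 4313 passed an FDR of 0.05, 2533 higher in CD44high and 1780 lower, and 1527 of them had an absolute log2 fold change of at least 1. The batch that was left out changed this number most, with 9642 genes without batch 1, 1741 without batch 2 and 1370 without batch 3, and without the block 2040 genes passed. Libraries of batches 2 and 3 of a group differed by a median absolute log2 of 0.048 to 0.077 and from batch 1 by 0.17 to 0.26, so the fit without batch 1 rests on a very small spread and its calls carry little weight. On simulated counts with 200 changed genes, the test recovered 181 of them (90.5%), and 13.8% of its calls were unchanged genes. CD44 itself had 247 ± 40.5 CPM (SD, n = 3 libraries) in CD44high, 7.77 ± 5.38 in CD44low and 84.1 ± 43.5 in unsorted cells. Its log2 fold change of CD44high over CD44low was 5.15 (standard error 0.305, edgeR adjusted p = 0.0016), with 4.40, 5.70 and 5.47 in batches 1, 2 and 3.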

We performed three replicates of FACS sorting on Rh41 cells and collected both CD44^high^ and CD44^low^ subpopulations for bulk RNA-seq. 

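The 1101 genes that passed the size rule between the Rh41 clusters were looked up in the bulk comparison of CD44high with CD44low libraries. Of these, 1028 were tested in bulk and 697 passed the FDR of 0.05 with the direction of the single-cell ratio, which is 63.3% of the 1101 genes (exact binomial interval 60.4% to 66.2%) and 67.8% of those tested. Genes are not independent replicates, so this interval is a description. Among 4572 expressed genes with an absolute log2 ratio under 0.2 between the clusters, the share was 9.82%, and 31.2%, 0.656% and 0.612% without batch 1, 2 or 3. The direction was the same in both assays for 97.3% of the 1028 tested genes, called or not. The share was 70.1% of 888 genes higher in cluster 2 and 35.2% of 213 genes lower in cluster 2. The bulk threshold moved it most, to 39.6% at an FDR of 0.01, and leaving out batch 1, 2 or 3 gave 77.2%, 54.0% and 44.7%. Among the genes of the largest bulk fold changes that also met a minimum of 10 CPM and 10 TPM were LOX, ANXA1, AXL, CD44 and LRRC17, higher in CD44high with log2 fold changes from 4.95 to 5.63, and CAPN6, NEU4, ERVW-1 and PPFIA4, lower with log2 fold changes from -3.25 to -2.04. AXL (edgeR adjusted p = 0.023) did not pass the FDR without batch 3, and ERVW-1 (edgeR adjusted p = 0.0498) did not pass it without batch 3, without the block or with RLE normalization, and it is an envelope gene of an endogenous retrovirus, a class with many copies in the genome whose reads the counting could split. The log2 fold change of ERVW-1 was -1.82 without the block and -1.34 without batch 1. It was -3.76, -1.42 and -1.32 in batches 1, 2 and 3, so batch 1 sets much of its size. For AXL it was 6.78 without batch 1, with 2.71, 6.76 and 6.73 in batches 1, 2 and 3. From the share of genes changed the same way in both assays, the paper concludes that sorting on CD44 separates the subpopulations inferred from single cells.

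**Figure D3:**
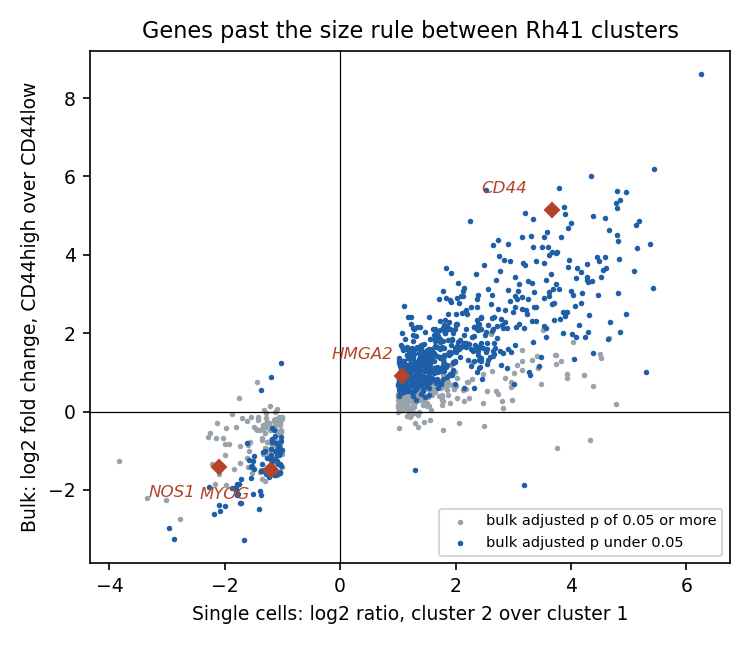
Bulk log2 fold change of CD44high over CD44low against the single-cell log2 ratio of cluster 2 over cluster 1, for the 1028 genes that passed the size rule and were tested in bulk, with genes under the FDR of 0.05 in blue, the others in grey and CD44, MYOG, NOS1 and HMGA2 as red diamonds. Points in the upper right and lower left have the same direction in both assays, which holds for 97.3% of them.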

Of the 1019 DE genes identified by NBID in the inferred clusters in scRNA-seq, 699 (68.6%) were also detected as DE genes with the same direction in the two subpopulations from the bulk RNA-seq analysis, thus validating CD44 as a cell-surface marker that could be used to separate the two endogenous Rh41 subpopulations. Although MAST identified fewer (448) DE genes, a lower percentage of DE genes (226, 50.4%) were validated in the bulk DE analysis (Additional file 2: Table S13), which demonstrated the superior accuracy and power of NBID in revealing true DE genes. Moreover, among the four established surrogate molecular markers for fusion status in rhabdomyosarcoma samples, namely the upregulation of *TFAP2B*, *MYOG*, and *NOS1*, coupled with the repression of *HMGA2* in fusion positive ARMS [33], both bulk DE analysis of sorted subpopulations and NBID analysis of subpopulations inferred from scRNA-seq revealed repression of *TFAP2B* and *MYOG* as well as upregulation of *HMGA2* in the CD44^high^ subpopulation (Additional file 2: Table S12), suggesting that the CD44^high^ subpopulation represents a less differentiated, stem-like cell subpopulation. 

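In the sorted libraries, TFAP2B (ENSG00000008196, chromosome 6 of GRCh38 from 50818723 to 50847619) had 65.3 ± 26.6 CPM (SD, n = 3) in CD44high and 191 ± 38.9 in CD44low, a log2 fold change of -1.62 (standard error 0.155, edgeR adjusted p = 0.00427). MYOG had 106 ± 28.1 CPM in CD44high and 293 ± 39.6 in CD44low, a log2 fold change of -1.50 (standard error 0.0928, edgeR adjusted p = 0.0017). HMGA2 (ENSG00000149948, chromosome 12 from 65824460 to 65966291) had 360 ± 82.7 CPM in CD44high and 189 ± 24.3 in CD44low, a log2 fold change of 0.92 (standard error 0.0824, edgeR adjusted p = 0.00364). NOS1 (ENSG00000089250, chromosome 12 from 117208142 to 117452170) had 150 ± 14.2 CPM in CD44high and 541 ± 503 in CD44low, and its log2 fold change of -1.43 did not pass the FDR of 0.05 (edgeR adjusted p = 0.121). Batch 1 decides that value, since the log2 fold change was -3.06 in batch 1, -0.68 in batch 2 and -0.65 in batch 3, and NOS1 passed the FDR without batch 1 (log2 fold change -0.63, standard error 0.0400 against 0.544 with all batches), a fit whose calls carry little weight, with all 9 libraries in the fit and with edgeR's likelihood ratio test. The single-cell log2 ratios of cluster 2 over cluster 1 were -0.78 for TFAP2B, which is under the size rule, -1.20 for MYOG, -2.10 for NOS1 and 1.08 for HMGA2. TFAP2B had a TPM of 111 (exact Poisson interval 109 to 114) in cluster 1 and 65.0 (interval 62.6 to 67.5) in cluster 2, and HMGA2 a TPM of 75.6 (interval 73.2 to 78.0) and 160 (interval 156 to 164). From the directions of TFAP2B, MYOG and HMGA2 in both assays, the paper proposes that the CD44high subpopulation is less differentiated and stem-like.

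**Figure D4:**
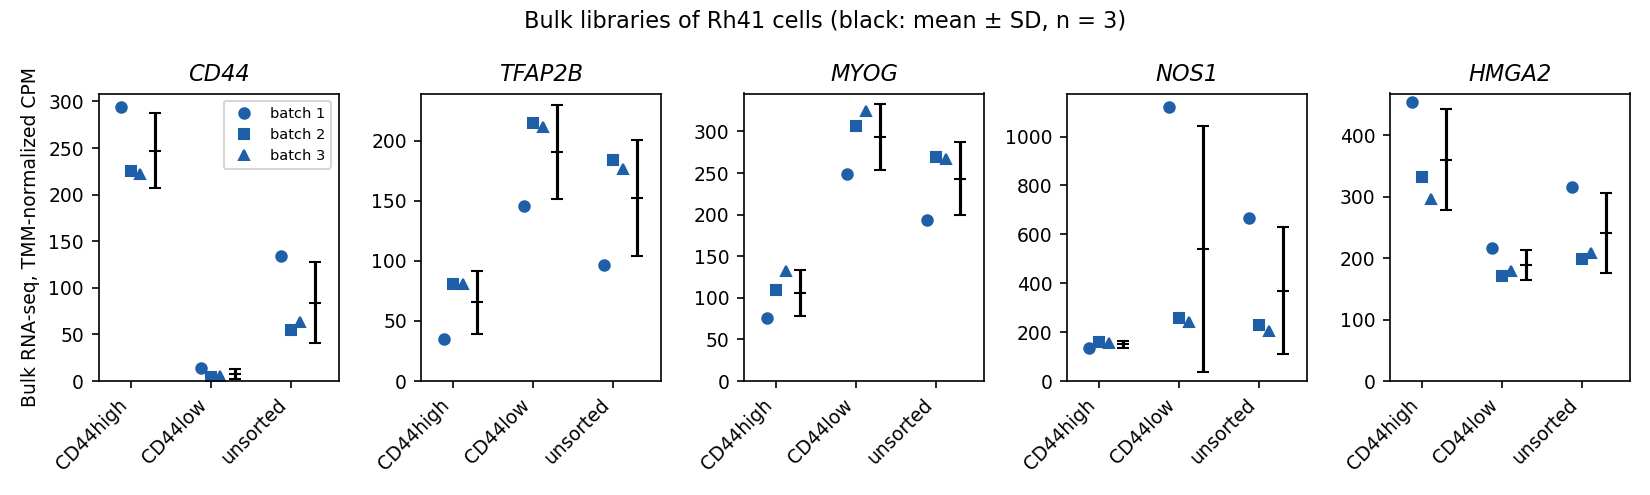
TMM-normalized CPM of CD44, TFAP2B, MYOG, NOS1 and HMGA2 in the 9 bulk libraries, with a symbol per batch and black bars for the mean and SD of 3 libraries, on axes that start at 0. NOS1 in CD44low has a mean of 541 and an SD of 503 because the library of batch 1 lies at 1122.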

The exact mechanism by which the distinct subpopulations develop warrants further investigation.

### Evaluation and control of batch effects

Differential gene expression analysis of scRNA-seq data frequently involves data generated in separate batches (e.g. in different lanes or plates in single-cell library construction). This can introduce batch effects (systematic inter-group technical variations that are not relevant to the biological hypothesis being evaluated), which pose a major challenge in high-throughput data analyses [34]. Controlling the batch effects is, therefore, important in order to distinguish true biological differences from technical artifacts [26, 35]. We evaluated batch effects in the two replicates of the four UMI-based protocols used by Ziegenhain et al. [12] (Fig. 6). Although various numbers of DE genes (596–5156, Fig. 6a–d) were detected by these protocols, only seven were common across all protocols (Fig. 6e), consistent with the hypothesis that most apparent DE genes were the result of technical noise. Among the four protocols, CEL-Seq2 and SCRB-Seq had relatively stronger batch effects when compared to DROP-Seq and MARS-Seq; these stronger effects were potentially associated with the higher UMIs captured per cell.

**Fig. 6:**
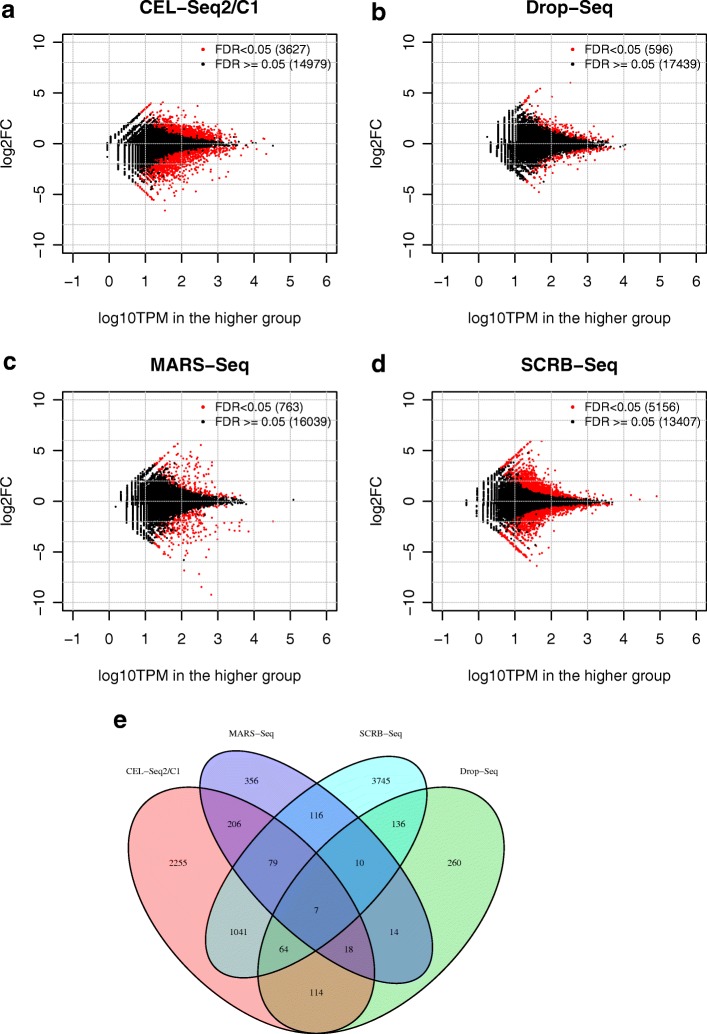
Differential expression analysis of two replicates from Ziegenhain et al. [12]. **a**–**d** The log2 fold change vs the maximal gene log_10_TPM for the two biological replicates. NBID was used for the differential expression analysis of two replicates of each of four UMI-based protocols. The *red dots* indicate genes with FDR < 0.05. **e** *Venn diagram* of DE genes from four UMI-based protocols

All the evaluated methods except for ROTS allow explicit modeling of technical variations (such as differences in cell-cycle stage and batch effects) as covariates. We evaluated the performance of batch-effect removal by simulating group differences mixed with apparent differences arising from the batch composition, using data generated from CEL-Seq2 (Table 6, Fig. 7) and SCRB-Seq (Additional file 1: Figure S11, Additional file 2: Table S14) by Ziegenhain et al. [12]. Because of the limited sample size in these two datasets, we focused on highly expressed genes (with TPM ≥ 50 in at least one group). Without explicitly modeling the batch effects, all methods showed various levels of FDR inflation. Most of the tested methods (except MAST) reduced the FDR after modeling batch information as a covariate. NBID outperformed Monocle2 and MAST by demonstrating better recovery of true positives with properly controlled FDR.

**Table 6:** FDRs with and without controlling batch covariates

	No filtering				TPM ≥ 50	
Method	FDR	False (n)	DE (n)	FDR	False (n)	DE (n)
Monocle2	**0.279**	37.7	132.4	**0.202**	24.3	118.65
Monocle2_plateCov	**0.100**	10.25	101.3	**0.054**	5.3	96.2
MAST	**0.264**	28.75	74.65	**0.264**	28.75	74.65
MAST_plateCov	**0.268**	28.65	72.85	**0.268**	28.65	72.85
ROTS	**0.258**	36.2	132.1	**0.206**	26.75	122.1
NBID	**0.326**	50.35	146.85	**0.183**	22.9	119.05
NBID_scran	**0.328**	50.45	146.95	**0.200**	25.3	121.45
NBID_plateCov	**0.124**	13.5	108.1	0.048	4.75	99.05
NBID_scran_plateCov	**0.124**	13.45	108	0.048	4.75	98.9

Simulation based on data: CEL-Seq2 (both batch A and batch B) from Ziegenhain et al. [12]. Sample size was 60 (30 cells in each group). In total, Replicate A had 30 cells and Replicate B had 35 cells after QC. Group 1 had 9 cells from Replicate A and 21 cells from Replicate B. Group 2 had 18 cells from Replicate A and 12 cells from Replicate B. Method names with plateCov indicate adjusting the batch covariates. NBID_scran and NBID_scran_plateCov used the size factor computed by scran as the offset instead of the total UMI counts

Bold values indicate FDR > 0.05

Bold and underlined values indicate FDR > 0.1

**Fig. 7:**
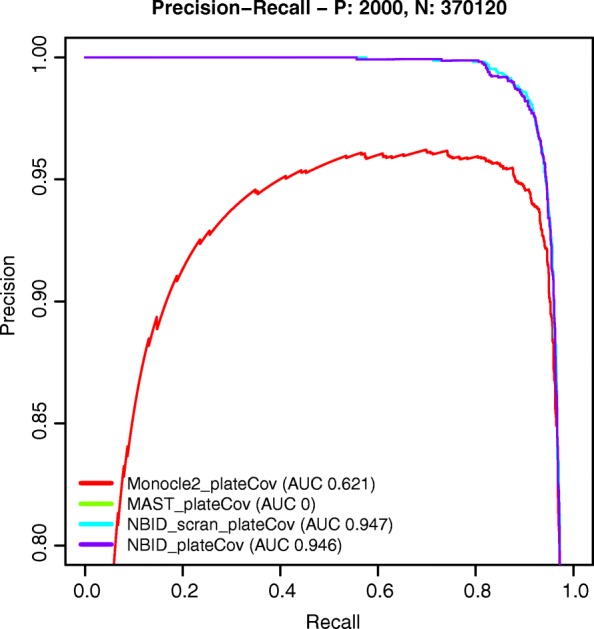
*Precision-recall curves* for selected methods on simulated datasets after adjusting batch variables. P true DE genes, N true non-DE genes

## Discussion

In the present study, we performed extensive model selection and goodness-of-fit analyses using multiple scRNA-seq datasets and revealed intrinsic distributional differences between the read counts and the UMI counts for the scRNA-seq data. Our analysis suggests that, compared to read counts, UMI counts can be modeled by a simpler distribution. Specifically, the NB model is an adequate model for UMI-count data in the absence of an explicit need to account for dropout events by using zero-inflated models. Data derived from the Smart-Seq protocol in reference [12] deviated slightly from other read-based data, with fewer genes preferring the ZINB model and a lower proportion of NB rejection in the goodness-of-fit test. Although the exact cause of the observation is unknown, our analysis of a different Smart-Seq dataset [23] (Additional file 2: Table S1) resulted in a pattern similar to that seen with other read count-based protocols.

Based on the result of our analysis, we propose a hypothetical model linking the UMI counts and read counts (see Additional file 1: Supplementary methods and Figure S12) that also explains the differences between UMI-count- and read-count-based scatter plots (Fig. 1). The PCR amplification step produces a sharp contrast between the read counts and UMI counts. Whereas the UMI counts follow a Poisson/NB distribution, the read counts—even with a constant multiplication factor (i.e. with no amplification biases)—no longer follow the same Poisson/NB model (see the “Methods” section for more details). The uneven amplification bias (i.e. with transcripts being amplified at different levels) introduces extra deviations from the underneath (simpler) distribution of the UMI counts. Consistent with the hypothesized model, recent studies have shown that inferring approximate transcript counts from the read-count data can significantly improve the analysis efficiency [11].

A few published studies have suggested that NB models are often to be preferred for UMI-based scRNA-seq data [3, 13]. Although we reached the same conclusion, we believe that our design controlled potential technical noises and allowed us to draw a stronger and more valuable conclusion from the extensive evaluation. Grun et al. evaluated the technical noise in the read counts and UMI counts in a relatively small dataset (74 cells) generated by CEL-Seq and concluded that, when compared to the normal and log-normal models, a NB model explained the distribution of more genes [3]. However, the captured UMIs were converted to theoretical transcript-counts (based on the estimated conversion rate) before model fitting. This process could be approximated by the scenario of amplification without biases in our hypothetical model (Additional file 1: Figure S12) and converted transcript counts (in theory) no longer follow a NB model. Consequently, although a NB model explained the distribution of more genes than did the normal and log-normal models, it only accounted for a small fraction of the 11,555 genes analyzed. Recently, Vieth et al. [13] carried out a study that estimated characteristics in 18 UMI-based and 20 read-based scRNA-seq datasets, including those of Ziegenhain et al. [12], that were extensively evaluated in the present study. However, the evaluation of Vieth et al. was based on modeling read counts and UMI counts collected in separate experiments, which inevitably introduced uncontrolled differences between the experiments.

Our design directly compared read counts (before conversion to UMIs) and corresponding UMI counts collected from the same set of cells, enabling us to directly evaluate the effects of PCR amplification in statistical modeling. Moreover, our analysis revealed the necessity of controlling batch differences. Combining the knowledge derived from the extensive modeling with the expected large sample size, we proposed NBID, a novel differential expression analysis algorithm designed for use with UMI-based scRNA-seq data. NBID is based on the negative binomial generalized linear regression (GLM) framework, thus shared similarities with those employed in bulk RNA-seq analysis [36, 37]. The major difference compared to those originally proposed in bulk RNA-seq analysis is that we allow independent group-specific dispersions for each gene based on observations that genes of the same expression level might have different dispersion parameters [3, 7]. Because of the sample size limitation, algorithms proposed in bulk RNA-seq analysis [36, 37] typically pool genes with similar expressions for a robust and smooth estimate of dispersions and assume identical dispersion between groups. NBID exploits the direct benefit of the large sample size in scRNA-seq, which allows group-specific estimates of dispersion for each gene. This difference is analogous to the difference between a t-test assuming equal variance and an unequal variance t-test. Several studies have shown that an unequal variance t-test performs equally well when the underlying group variances are identical but outperforms a t-test assuming equal variance when the group variance are different [38, 39]. Although we focused on comparison to algorithms designed for scRNA-seq in this study, we believe that it will inspire future in-depth evaluations (under various technical scenarios) with additional methods, including those originally proposed for bulk RNA-seq analysis.

Technical variations (e.g. batch effects and variations in the total UMIs captured) are common in scRNA-seq experiments; accounting for these variations is critical to revealing true biological differences in differential expression analysis. As shown in our simulation, many scRNA-seq analysis packages yielded inflated FDRs with technical variations (such as small differences in the total UMIs for the groups), which might result in elevated false positives and/or true positives being masked. In contrast, our analysis indicates that NBID achieved both proper FDR control and better power in revealing real DE genes when compared to previously developed methods for single-cell analysis. Even though only pairwise analyses were considered in the current study, the general form of NBID allows multiple groups to be tested simultaneously, as in the generalized linear model framework.

Differential expression analysis can be used to reveal differences among samples run on separate lanes or plates. However, it should be pointed out that batch effects are expected to overlap with biological differences in this setting. It is better to account for batch effects by proper experimental design, such as by including multiple biological replicates for each group. Another typical application of differential expression analysis is to identify potential biomarkers for inferred cell subpopulations. One potential caveat in this setting is that cells are usually clustered from the same data. Therefore, *p* values or FDR values derived from the differential expression analysis might be overly optimistic. However, the result is still useful for prioritizing potential biomarkers for further validation.

## Conclusions

We have conducted an extensive analysis of multiple scRNA-seq datasets and have concluded that, unlike read counts, UMI counts can be modeled appropriately with the negative binomial model. More complex models, such as zero-inflated negative binomial models, provide no extra gain. Based on the above conclusion, we have proposed a differential expression analysis algorithm that allows independent estimations of dispersion for individual genes within each group. Compared to other recently developed methods, our proposed algorithm achieves proper FDR control and better power for detecting differentially expressed genes in large-scale UMI-count scRNA-seq datasets.

## Methods

### Model selection and testing

We first checked whether the ZINB model was necessary for the UMI counts. This was done by a statistical test comparing the NB and ZINB models for each gene with the null hypothesis that NB fitted the data well. The likelihood ratio statistic was used. We used an FDR level of 0.05 to control the false positives because of the large number of genes tested. For those genes that accepted the NB model, we then checked whether the NB model was necessary by testing the Poisson model versus the NB model, with an FDR level of 0.05. For both NB versus ZINB and Poisson versus NB comparisons, the parameter being tested was on the boundary, and the log likelihood-ratio test statistic follows an equal mixture of 0 mass and a chi-square distribution with 1 degree of freedom under the null hypothesis [40, 41]. The *p* value was calculated based on this mixture distribution, and the FDR was calculated using the Benjamini and Hochberg’s method [42] . To ensure the convergence of fitted NB and ZINB models, we keep only those genes that satisfy L(Poisson) ≤ L(NB) + δ and L(NB) ≤ L(ZINB) + *δ*, where L(M) is the log likelihood of fitted model M, and we set δ to 0.5 to allow some numerical variations in likelihood maximizing. The Poisson model was fitted using the *glm* function in R. Two methods were used to fit a NB model and the one with the higher likelihood was used in the model comparison. The first method was implemented using *glm.nb* in the R package MASS [43]. A grid of initial values 10^[−8, −7, …, 4]^ for *θ* (the reciprocal of the dispersion) was tried, and the largest likelihood was used. The second method was to first fit other parameters related to the mean with an initial dispersion, and then search for the optimal dispersion value to maximize the likelihood given the estimated mean. That method iterated between these two steps until a maximal number of iteration was reached or the change in likelihood was small enough. The ZINB model was fitted using the function *zeroinf* from the R package pscl [44]. To increase the convergence rate, we first fitted a NB model and then used parameters from the NB model as the initial values. For all model comparison, we restricted the comparisons to genes with at least five non-zero cells among all the cells to ensure meaningful expression pattern.

### Goodness-of-fit test

We first down-sampled each cell to the 10% quantile of the total UMI among all the cells so that the gene-count values for each gene would be comparable among cells. The cells corresponding to the lower 10% quantile were not used. The down-sampling was performed by sampling the transcript without replacement, which follows a multivariate hypergeometric distribution. After down-sampling, only genes with a nonzero count in more than five cells were kept. Then the count values were assigned to different intervals (bins). First each unique count value itself forms its own bin and the number of cells falling into each bin was recorded. Staring from the bin of the largest count value, bins with no more than five cells were combined with next bin. The degree of freedom for the Chi-square goodness-of-fit test is *k* − *p* − 1, where *k* is the number of bins and *p* is the number of parameters of the model used. For example, the degree of freedom for the NB model is *k* – 3 and that for the Poisson model is *k* – 2. This procedure filters out genes with expression levels that are too low. For example, genes with count values of only 0 or 1 (two bins) will not be included for testing. However, for these genes, the Poisson or NB model will often result in a very good fit due to the simplicity of the data. In this study, the maximum likelihood estimate of the model parameters were estimated first and then the theoretical counts for individual bins were calculated. We used the R package *fitdistrplus* to plot the empirical pmf/cdf versus the theoretical ones [45].

### Differential expression analysis using the NB model with independent dispersions (NBID)

To simplify the notation, we focus here on one gene. Let us denote the count in cell *i* by *y*_*i*_; then $$ {y}_i\sim NB\left({n}_i{\mu}_i,{\phi}_{g_i}\right) $$, where *n*_*i*_ is the total number of counts for cell *i* and *μ*_*i*_ is the proportion of the gene counts in cell *i*. $$ {\phi}_{g_i} $$ is the dispersion for cell *i* with group label *g*_*i*_, for example, *g*_*i*_ = 0 *or* 1 for two groups. As in generalized linear models, we link the mean proportion to explanatory variables such as group labels; and other potential covariates. Specifically, for two groups, the full model is:

$$ \log \left({n}_i{\mu}_i\right)={\beta}_0+{\beta}_1{g}_i+{\gamma}^T{x}_i, $$

where *β*_0_ is the intercept, *β*_1_ is the group effect size in the log scale, and *γ* is a vector of coefficient for the other covariate vector *x*_*i*_. The likelihood of the observed data under the full model is

$$ L=\prod \limits_{i=1}^mf\left({y}_i|{n}_i{\mu}_i,{\phi}_{g_i}\right), $$

where *m* is the number of cells and $$ f\left({y}_i|{n}_i{\mu}_i,{\phi}_{g_i}\right) $$ is the probability of *y*_*i*_ assuming a NB distribution with mean *n*_*i*_*μ*_*i*_ and dispersion $$ {\phi}_{g_i} $$. Specifically, $$ f\left(y|\mu, \phi \right)=\frac{\Gamma \left({\phi}^{-1}+y\right)}{y!\Gamma \left({\phi}^{-1}\right)}{\left(\frac{\mu }{\phi^{-1}+\mu}\right)}^y{\left(\frac{\phi^{-1}}{\phi^{-1}+\mu}\right)}^{\phi^{-1}}. $$

We note that, here, *n*_*i*_ serves as a normalization factor or size factor, similar to those used in edgeR [36] and DESeq [37]. Alternatively, NBID can accept size factors estimated by other methods, such as scran [25].

We compute the maximum likelihood estimate of the dispersion parameters $$ {\phi}_{g_i} $$ and the coefficients related to the mean by using the R package *nloptr*. To test whether there is a difference between groups, we also fit the null model log(*n*_*i*_*μ*_*i*_) = *β*_0_ + *γ*^*T*^*x* with dispersions estimated from the full model. Finally, a likelihood ratio test is used to compare the reduced model and the full model, which follows a chi-square distribution with one degree of freedom.

### Computing time for NBID in large scale datasets

NBID took 7.5 h in the analysis of naïve T cells versus memory T cell datasets (9850 and 9578 cells, respectively) on an Intel Xeon processor (E5-2670) running Red Hat Enterprise Linux 6 operating system and R 3.3.1.

### Methods evaluated

The methods evaluated and additional details are listed in Additional file 2: Table S4; unless specifically stated otherwise, the default options for each method were used in the evaluation. When there was a need to convert a count value *x* to the log2 scale, log2(*x* + 1) was used for the conversion. The FDR was calculated based on *p* values by Benjamini and Hochberg’s method [42], except for SCDE and ROTS. For SCDE, an adjusted *p* value was used based on the output corrected z-score and assuming a standard normal distribution. For ROTS, we used the FDR output from the package, which was calculated based on the bootstrap resampling.

### Data simulation

To simulate data for differentially expressed analysis, we sampled 1000, 300, or 60 cells from the real UMI-count matrix from memory T cells obtained by GemCode [8], from heterogeneous dendritic cells obtained by MARS-Seq [21], and from whole-intestinal organoids obtained by CEL-Seq [20], respectively. Cells were randomly split into two groups. To create differentially expressed genes, we first ranked genes based on the average count in the second group and chose 50 genes starting with the one having an average UMI count just above *t*. Denoting the fold change by *FC*, we selected another 50 genes starting with the average count just above *FC* × *t*. We then swapped these two sets of genes in their count matrix in the second group. This simulation kept the distribution pattern of the UMI counts unchanged and created differentially expressed genes with certain fold-change levels. In our simulation, we set *FC* and *t* so that the precision-recall curves (power) were in a good range.

To simulate datasets with known batch variables, we sampled different proportions of cells in each replicate to form two groups. Specifically, we sampled nine cells from replicate A and 21 cells from replicate B to form the reference group, 18 cells from replicate A and 22 cells from replicate B to form the other group. We selected DE genes which were not influenced by the apparent difference between replicates. Therefore, when these true DE genes were detected, it was not due to the detection of simulated batch effects. Specifically, we selected DE genes with *p* value > 0.5 from the DE analysis results between the two replicates. We used two platforms in this simulation: CEL-Seq2 and SCRB-Seq, which showed strong batch effects in the DE analysis between two replicates.

### Evaluating FDR and power by using the precision-recall curve

We simulated 100 or 20 replicates for each down-sampling setting. The FDR was calculated for each replicate and then averaged across the replicates to generate the mean FDR. Because a few datasets had running problems with selected competitive methods, replicates on which all methods ran successfully were used in the final analysis. To obtain the power for detecting DE genes, we plotted the precision-recall curve and used the area under the curve (AUC) as the criterion; this was calculated based on all the applicable replicates. Because only the top genes with relatively small estimated FDRs are of interest in a real data analysis, we restricted the comparison to the region where the precision was above 0.8, i.e. the region with FDR ≤ 0.2. This approach was more reasonable than using the full range of the precision-recall curve, even though the result patterns were often similar. This method is also better than using the receiver operating characteristic (ROC) curve as used in some published papers for power comparison because the true negative genes are often the majority; therefore, only the region with very high specificity (so that the FDR can be low) is of interest but the cut-off is not easy to determine with the ROC curve because the specificity is not directly related to the FDR.

#### Rh41 single-cell dataset

The human alveolar rhabdomyosarcoma cell line, Rh41, was cultured in a 5% CO_2_ incubator in a 75-cm^2^ vented flask containing DMEM media supplemented with 10% FBS and 2× glutamine until the cells reached 75% confluence at approximately 3.6×10^6^ cells. The cells were detached from the flask with 7 mL of 1× citrate saline to which 7 mL of DPBS was added followed by centrifugation at 300×G for 7 min. The cells pellet was resuspended in 300 uL of blocking buffer (Rat IgG/PBS) and incubated on ice for 30 min. A total of 50 uL of the cells in blocking buffer were transferred to a separate tube for the isotype control. The cells were washed with 1 mL of staining buffer (5% BSA/PBS) and centrifuged at 300×G for 5 min. The pellet containing approximately 3×10^6^ cells was incubated with Rat IgG2B anti-CD44-Alexa 488 antibody (R&D systems) in staining buffer (15 uL antibody + 135 uL of staining buffer) for 30 min on ice. For the isotype control ~ 600,000 cells were incubated with 5 uL of Rat IgG2B-Alexa488 (R&D systems) + 45 uL of staining buffer for 30 min on ices. After the incubation, both sets of cells were pelleted and washed with 1 mL of staining buffer as described above and resuspended in staining buffer, followed by flow cytometric analysis to identify the fraction of CD44 positive and negative populations.

For the single cell experiment, Rh41 cells were cultured and harvested and washed in DPBS, as described above, and resuspended in PBS/0.2%BSA at a concentration of 1×10^6^ cells/mL. The 10× Genomics single-cell platform performs 3′ gene expression profiling by poly-A selection of mRNA within a single cell, which utilizes a cell barcode and UMIs for each transcript. Single-cell suspensions were loaded onto the Chromium Controller according to their respective cell counts to generate approximately 6000 partitioned single-cell GEMs (Gel Bead-In-EMulsions). The library was prepared using the Chromium Single Cell 3′ v2 Library and Gel Bead Kit (10× Genomics) according to the manufacturers protocol. The cDNA content of each sample after cDNA amplification of 12 cycles was quantified and quality checked by High-Sensitivity DNA chip on a 2100 Bioanalyzer (Agilent Technologies) at a dilution of 1:6. This quantification was used to determine final library amplification cycles in the protocol, which was calculated at 12 cycles. After library quantification and quality check by DNA 1000 chip (Agilent Technologies), samples were diluted to 3.5 nM for loading onto the HiSeq 4000 (Illumina) with a 2 × 75 Paired-end kit using the following read length: 26 bp Read1 (10× cell barcode and UMI), 8 bp i7 Index (sample index), and 98 bp Read2 (insert). An average of 400,000,000 reads per sample was obtained, which translated to roughly 80,000 mean reads per cell, per sample. The Cell Ranger 2.0.1 Single-Cell Software Suite (10× Genomics) was implemented to process the raw sequencing data from the Illumina HiSeq run. This pipeline performed de-multiplexing, alignment (GRCh38/STAR), and barcode processing to generate gene-cell matrices used for downstream analysis.

After matrix generation the ribosomal and mitochondrial related genes were filtered. The subpopulation structure in Rh41 cells was inferred using a novel clustering algorithm developed in house for analyzing large-scale scRNA-seq data (manuscript in preparation). Briefly, it first used singular value decomposition (SVD) to derive latent cellular states from the expression matrix for individual cells. The number of significant cellular states was determined using the Tracy-Widom test on eigenvalues. A modified version of spectral clustering was performed on the significant cellular states of individual cells (cellular states explained by total UMIs were ignored) with a different number of clusters (2–30). The final two-subpopulation structure was determined by the silhouette measure for solutions with different number of clusters.

NBID was used to identify DE genes in the two subpopulations. We further filtered the DE genes by using two thresholds: the average expression level with TPM ≥ 3 in at least one cluster [30], and log2 fold-change ≥ 1.

#### Rh41 bulk RNA-seq dataset

RNA was isolated from the sorted subpopulations using Trizol (Thermo Fisher Scientific) following the manufacture recommendations. RNA libraries were prepared using the Kapa RNA HyperPrep with Riboerase RNA kit (Roche) using the recommended conditions. Briefly, 200 ng of total RNA was used as input for fragmentation, reverse transcription, and second strand synthesis. After clean up, end repair, and A tailing, Nextflex adapters (Bioo Scientific) were ligated to the fragments followed by 12 cycles of PCR amplification on a C1000 (bio-rad). Paired end sequencing was performed (151 bases per read) on a HiSeq 4000 (Illumina). Three replicates were generated. HTSeq [46] was used to produce the count data. edgeR [36] was used for the DE analysis with TMM normalization. Each replicate was coded as a pair of CD44^high^ and CD44^low^ in the analysis.

## Additional files

Additional file 1: This file includes: (1) supplementary methods describing details in single cell quality control and preprocessing, application details of other DE methods, and a statistical model linking UMI and read counts; (2) all supplementary figures.

Additional file 2: This file includes all supplementary tables.

How the deposited data were processed for this re-analysis (not part of the article)

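The deposited data cover Rh41 cells measured in a single-cell library and in 9 bulk RNA-seq libraries, 3 each of CD44high, CD44low and unsorted cells, with batches 1 to 3 holding 1 library of each kind. For the single-cell library the authors deposited counts, the number of UMIs per gene and cell barcode, which they made with Cell Ranger by alignment to GRCh38. For the bulk libraries the authors deposited read counts per gene symbol, which they made with HTSeq, and the paper's text does not name the aligner, the genome build, the annotation or the strandedness. Neither table was normalized or pooled by the authors, and no library column was left unused (0). Gene coordinates are those of GENCODE 44 on GRCh38, matched by the Ensembl identifiers of the single-cell table.

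Single cells were kept within 3 scaled median absolute deviations of the median, a limit chosen here. The paper describes its quality control in supplementary methods that were not used here. Ribosomal and mitochondrial genes were removed, as in the paper. Clusters were inferred from a singular value decomposition with a Tracy-Widom test and spectral clustering, along the paper's outline with settings chosen here. The 2-cluster solution was fixed beforehand because the paper used it. The silhouette was only computed beside it, for 2 to 10 clusters where the paper tried up to 30. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, numba 0.67.0 and, for figures, matplotlib 3.10.9. TPM here are computed from the UMIs summed over a cluster, without regard to gene length. The paper's NBID and MAST tests across cells were left out, because cells of 1 library are not replicates, and genes were counted by a size rule with the paper's thresholds for TPM and fold change. Poisson, NB and ZINB models were selected by likelihood ratio tests and tested for goodness of fit as the paper's methods describe, with an FDR of 0.05, and these tests concern the distribution of a gene over cells, not a difference between conditions.

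Bulk counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filterByExpr filter, quasi-likelihood tests and Benjamini-Hochberg adjustment at an FDR of 0.05. The batch was a block, since the paper coded each replicate as a pair of CD44high and CD44low, and the labels give the batch. Libraries of the same batch deviated together from their group means, with correlations across genes of 0.432 to 0.834 over the 9 combinations of groups and batches, so that the block was kept, and without it 2040 genes passed the FDR in place of 4313. Unsorted libraries were compared with the mean of both fractions in a fit of all 9 libraries and 18475 genes. The share of CD44high RNA in unsorted cells was estimated by least squares within each batch. Gene lists fixed before the data were examined (42 S phase genes, 51 G2M phase genes, 27 immediate-early genes and 30 muscle differentiation genes) were tested with camera, at a preset correlation of 0.01, and fry of limma 3.58.1. Log2 CPM used a prior count of 0.5. DESeq2 1.42.0 was used as an alternative.

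The single-cell library had a median of 22350 UMIs per kept cell, and the bulk libraries had 47586850 to 86531579 counted reads. Genes named in the text were chosen from those the paper names for Rh41, the fusion partners PAX3 and FOXO1, the 5 genes with the largest bulk fold change in each direction among those past the FDR with the same direction in 3 batches and at least 10 CPM and 10 TPM, the 3 genes with the smallest NB p-value and the 5 with the largest ZINB likelihood ratio. The bulk tests, the model selection and the goodness-of-fit test were tried on simulated data, and the clustering was not. The simulated comparison of CD44high with CD44low recovered 181 of 200 changed genes, and 13.8% of its calls were unchanged genes, above the FDR of 0.05. That of unsorted with sorted libraries recovered 198 of 200, with 8.76% of its calls unchanged, also above it, so the counts of bulk genes here may hold more false calls than the FDR states. Model selection returned 985 of 1000 simulated Poisson genes, 702 of 1000 NB genes and 195 of 200 ZINB genes as simulated, so it tends to select Poisson for genes that are NB. The goodness-of-fit test rejected NB for 199 of 200 zero-inflated genes and for 10 of 6163 NB genes. In both simulations, the share of extra zeros was set far above the median of 4.01% fitted to the genes that selected ZINB. The rates for zero-inflated genes therefore do not measure power at such small shares. Alternatives covered quality control, clustering, model selection, down-sampling, bulk normalization, filter, test, block and threshold, and each replicate left out in turn. They were set before the data were examined, apart from those named as added later. Flow cytometry, the T-cell data sets and the paper's simulations were not analysed here.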

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

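The unsorted bulk libraries and the gene lists below are outside what the paper reports, which is why these results were singled out. The tests of cells lost in the sort and of handling during the sort were chosen only after the results were seen, and so were CD44 alone as an estimate of the share and the alternatives of the list tests.

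The G2M phase list was higher in unsorted than in sorted bulk libraries, with a median log2 fold change of 0.17 over 50 genes, higher for 50 of 50 (camera adjusted p = 1.5e-32, fry adjusted p = 0.00101). Adjusted over the list alone, 35 genes passed, and over all genes tested 0 passed. The list's direction held under the 4 alternatives, with medians of 0.16 to 0.18, and the fit without the block gave 0.16, where fry no longer passed (adjusted p = 0.244) and 0 genes passed over the list alone. Without replicate 3 fry did not pass either (adjusted p = 0.0674), and without replicate 2 or 3 again 0 genes passed over the list alone, so the call rests on camera and on the block. Mixing of CD44high and CD44low cells would leave the list at the level of the mixture, but its median excess over the mixture was at least 0.17 in every batch, against at most 0.013 for all genes. Gene length, GC content and expression level argue no better, since the excess after regression on them was at least 0.14 in every batch. Of 100 relabellings within batches, 5 moved the list's median as far, the real one included, and the other 4 put the 3 CD44low libraries in the place of unsorted, so chance is not excluded by this count. Loss or exclusion of dividing cells in the sort remains open: the list was higher in unsorted cells than in either fraction of every batch, by at least 0.062, and 23 of 50 G2M genes lay above both fractions in all 3 batches, against 2.98% of all genes. This is consistent with fractions that hold fewer dividing cells than the unsorted culture, which may come from the sort gates or from losses, and no count of sorted cells was used here to test it further.

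The unsorted libraries resembled a mixture of both fractions, with 35.3 ± 9.07% (SD, n = 3 batches) of their RNA from CD44high cells, and 45.6%, 28.8% and 31.5% in batches 1, 2 and 3. The estimate lay between 29.2% without scaling of the CPM and 41.0% from genes higher in CD44low, and was 30.4% from CD44 alone. It is a share of RNA and depends on how much RNA a cell of each kind holds, so it has no fixed relation to the 44.9% of single cells in cluster 2, which come from a separate experiment. No biological explanation of the difference between batches was tested.

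The S phase list was lower in CD44high than in CD44low libraries, with a median log2 fold change of -0.32 and 40 of 42 genes lower (camera adjusted p = 9.91e-11, fry adjusted p = 0.00552). Adjusted over all genes tested 26 genes passed, and adjusted over the list alone 31. These numbers were 15 and 25 without the block, 3 and 12 without replicate 2 and 4 and 23 without replicate 3. They were 36 and 37 without replicate 1, in a fit whose calls carry little weight. Without the block the median was also -0.32. Fry did not pass without replicate 1 (adjusted p = 0.0891) or without replicate 2 (adjusted p = 0.0713). After regression on gene length, GC content and expression level, the median of the batch closest to 0 was -0.25, which argues against these properties as the whole cause. Handling during the sort would not act on the single cells, which were not sorted, and there the list's median log2 ratio of cluster 2 over cluster 1 was -0.14, at percentile 1.5 of 10000 random lists of matched expression. Of 10 splits of the 6 libraries, 5 moved the list's median as far, and of the 4 that part all batches 1 did, so chance cannot be told apart by this count alone. The separate single-cell experiment argues against chance, since 33 of 42 genes were lower in cluster 2 there, and so do the medians of -0.37, -0.34 and -0.32 in batches 1 to 3. The difference between the subpopulations that the design names therefore stays open as a hypothesis.

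The immediate-early list was higher in CD44high than in CD44low libraries, with a median log2 fold change of 0.38 and 18 of 26 genes higher (camera adjusted p = 0.00162, fry adjusted p = 0.000938). Adjusted over all genes tested 12 genes passed, and adjusted over the list alone 15. Of the genes below, chosen after their values were seen, FOSL1 (5.31), CTGF (4.58) and CYR61 (3.33) rose most. FOS (0.0012), JUNB (-0.053) and IER2 (-0.19) did not pass the FDR over all genes, and MYC (-0.71) passed it as lower. The list therefore did not rise as a whole. Without the block the median was 0.38. Fry did not pass without replicate 2 (adjusted p = 0.0511) or without replicate 3 (adjusted p = 0.0507). Handling during the sort would not raise it in single cells, where the list's median log2 ratio was 0.83, at percentile 100 of the random lists. Gene length, GC content and expression level stay open, since after regression on them the medians of batches 1 to 3 were 0.38, 0.091 and 0.025. These cover 14 of the 26 genes, those of at least 10 CPM with known length and GC content, and the 16 genes of at least 10 CPM had medians of 0.41, 0.36 and 0.25 without the regression. Of 10 splits of the 6 libraries, 3 moved the median as far, so chance cannot be told apart by this count alone. The separate single-cell experiment argues against chance, since 23 of 24 genes were higher in cluster 2 there.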

How the results depend on the processing

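The alternatives of the gene list tests, the number of cells kept at 5 deviations (7173), CD44 alone as an estimate of the share and the CD44 ratio on UMIs not used for clustering were chosen after the data were examined. The other alternatives were set before. Where a value moved and no reason is given, the cause was not tested.

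The number of genes that passed the FDR between CD44high and CD44low libraries was 4313, and stayed within 1.5 times of it with DESeq2, RLE normalization, the likelihood ratio test and no filter on low counts. It was 2040 without the block, 7225 with all 9 libraries in the fit, 1407 at an FDR of 0.01 and 1527 with an absolute log2 fold change of at least 1, where a stricter threshold lowers a count by construction. Leaving out a replicate gave 1370 to 9642 genes, the highest without replicate 1, a fit whose spread rests on the closely alike batches 2 and 3 and whose calls carry little weight. Of the 4313 genes, 2030 passed without the block with the same direction.

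Between unsorted and sorted libraries 1 gene passed the FDR, and 0 did without the block, 0 with RLE normalization, 99 with DESeq2, which gave no adjusted p to 3940 genes, and 30 without the filter on low counts. Leaving out a replicate gave 0 to 1404 genes. At an unadjusted p under 0.05, edgeR's test held 1740 genes. CALCRL, the gene that passed, lost the FDR under 4 of 7 alternatives, among them the fit without the block.

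The 16 genes that the rule for named genes gives for this comparison had 144 values over 9 alternatives each, and 134 kept their direction and their side of the FDR. NOS1 gained the FDR under 3 alternatives and PAX3 under 1, AXL lost it under 1 and ERVW-1 under 3, among them the fit without the block (-1.82). FOXO1, which passed no threshold, changed direction, with log2 fold changes between -0.063 and 0.024 when a replicate was left out. The median of the S phase list between unsorted and sorted libraries, which also passed no threshold, lay between -0.020 and 0.0040 when a replicate was left out, and the other lists kept their direction and their camera call, while fry calls were lost under several alternatives.

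The share of cells in cluster 2 was 28.8% with k-means, 39.8% with the Table S2 classification, 42.5% with ribosomal and mitochondrial genes kept and 43.2% with clusters from a random part of the UMIs, each outside the binomial interval of the main value. The log2 ratio of CD44 between clusters was 4.00 with k-means and 3.49 with ribosomal and mitochondrial genes kept, and stayed within its counting interval under the other 8 alternatives. The number of genes past the size rule stayed between 1065 and 1357 under 12 alternatives, within 1.5 times of 1101, and was 616 at a TPM of at least 10, where a stricter limit lowers it by construction. The share of these genes also called in bulk was 68.9% with k-means, 66.7% with the Table S2 classification, 67.4% at a TPM of at least 10, 46.8% without the block, 70.3% with DESeq2, 72.7% with the likelihood ratio test and 39.6% at an FDR of 0.01, and 44.7% to 77.2% when a replicate was left out.

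The number of genes that selected ZINB stayed between 38 and 49, and that of NB within 1.5 times of the main value. Genes that selected Poisson fell to 4780 when 50 non-zero cells were required, as fewer genes were tested. Goodness-of-fit counts stayed within 1.5 times. The median cdf difference of genes that rejected NB was 1.18 percentage points without quality control, 1.36 with down-sampling to the 25% quantile and 1.477 with bins of no more than 20 cells merged, against 1.24. The CD44high share of unsorted RNA stayed within its SD over 5 alternatives. At 8097 UMIs per cell, 6621 of 16924 genes could be tested for goodness of fit.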

Differences from the paper's values

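The ratio of 1.5 was passed by 2 of 100 values set beside the paper's. Most of these values are the TPM of the 39 genes of Table S2 in the 2 clusters. They come from the same library as the paper's, so they are not separate findings. Of the genes that rejected NB, 26 accepted ZINB, and the paper's value is 17. Among the alternatives set before the data were examined, down-sampling to the 25% quantile (25), another random seed (23) and keeping ribosomal and mitochondrial genes (24) lay within 1.5 times of the paper's value, and no quality control (27) and merging of bins with no more than 20 cells (29) did not.

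The TPM of ARHGAP8 in cluster 1 was 2.09, and the paper's value in Table S2 is 1.38. It lay within 1.5 times of the paper's value with 50 components (2.04) and with the cells of the top 5% of UMIs left out (1.88), and outside it with 10 components, k-means, the Table S2 classification, no quality control, quality control at 5 deviations, ribosomal and mitochondrial genes kept and clusters from a random part of the UMIs.

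Some settings reached values that the paper states where the main value lay close to them. The paper's 39 genes that selected ZINB were met in number by the chi-square with 1 degree of freedom (39) and by the fit with no offset (39). The number alone says little, since 37 and 26 genes of Table S2 selected ZINB under these settings, and 38 did in the main analysis. The paper's 295 genes that rejected NB were met in number by another random seed (295), and the paper's 699 genes shared with bulk by the analysis with no quality control (699).

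YBX1 is among the genes of Table S2 that selected ZINB in the paper, and selected NB here. It did not select ZINB under any of the 6 alternatives of the model selection. The paper places CD44 at the top of its ranking by FDR, fold change and expression level, and by fold change alone CD44 ranked 94th here. The paper lists the repression of TFAP2B in the single-cell analysis, and its log2 ratio here was -0.78, under the size rule, while it passed the rule with k-means clusters (-1.43). The paper's text gives the share of genes modelled by Poisson in its large data sets as a majority, and its Table 4 lists 32.44% of Rh41 genes as accepting Poisson, where 31.1% did so here. The range in the text is that of the complement of the Table 4 values, the share of genes that rejected Poisson, so that text and table differ in what they name and not in the counts.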

Other observations

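The tests of other splits of the libraries, of the purity of batch 1, of the immediate-early list in unsorted cells, of NB within cluster 1 and of the TPM classes among genes tested in bulk were chosen only after the result was seen.

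Of 10 splits of the 6 sorted libraries, 1 split gave as many genes as CD44high against CD44low, the real one, with 0 genes in each other split. With 10 splits, chance cannot be told apart by this count alone. The single-cell experiment is separate and argues against chance, since 97.3% of the 1028 genes past the size rule and tested in bulk had the same direction there. Between unsorted and sorted libraries, 5 of 100 relabellings within batches gave at least as many genes, and the other 4 put all 3 libraries of a fraction in the place of unsorted, with up to 6657 genes. The 1 gene that passed was CALCRL, with a log2 fold change of 0.70 (standard error 0.0605, edgeR adjusted p = 0.0436, higher in 3 of 3 batches). It was chosen for mention because it alone passed. Its mean of 25.8 CPM in unsorted cells lay between 7.93 in CD44high and 32.2 in CD44low, so it needs no level outside both fractions.

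Fold changes of batch 1 differed from those of batches 2 and 3. In batch 1, 55 genes were 2-fold higher and 7 were 2-fold lower than in both other batches in all 3 groups, and 0 were in batches 2 and 3. When all libraries were thinned to equal depth 63 were found, but thinning hardly moves genes with a mean of at least 10 CPM, so deeper sequencing of batch 1 was not put to a test that decides. Lower purity of its fractions would make fold changes smaller, but 76.9% of the 316 genes at least 2-fold lower in CD44high changed more in batch 1. Of the 1211 genes at least 2-fold higher, 55.3% did. Against this, 5 of the 5 genes with the largest fold change, higher in CD44high, changed least in batch 1, among them CD44, whose level in CD44low was 14.0 CPM in batch 1 and 4.31 and 5.02 in batches 2 and 3. Lower purity of CD44low in batch 1 therefore cannot be told apart from other differences, since these values point both ways. A difference between cultures or library preparations was not tested.

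Within cluster 1, fewer genes rejected NB (68) than in each of 5 random sets of its size (155 to 177). In cluster 2 140 genes did, inside the range of 122 to 152 of its random sets. Of the genes that rejected NB, 3 accepted ZINB in cluster 1, against 15 to 22 in the random sets, and 4 in cluster 2, against 11 to 15. Cluster 2 also accepted Poisson for fewer genes (40.4%) than each of its random sets (42.1% to 43.6%), so it has variability of its own, and whether the difference between both subpopulations is the cause for NB cannot be told apart. For model selection, each cluster held fewer ZINB genes (11 and 12) than its 2 random sets (29 and 31, 23 and 27). Zeros that come from the difference between the subpopulations would give this. The clusters were inferred from the same UMIs, which can itself lower these numbers, so the comparison does not decide.

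Of the 1101 genes past the size rule, 404 were not called in bulk with the same direction. Low expression in single cells stays open: 58.1% of genes with a TPM of 3 to 10 were called, against 64.5% of those from 10 to 30, 68.1% from 30 to 100 and 75.3% from 100, but among genes tested in bulk the shares were 65.0%, 68.2%, 69.8% and 75.3%, and the intervals of the lowest class (60.3% to 69.5%) and the highest (65.2% to 83.6%) overlap. The direction made a larger difference, with 73.8% of tested genes called when higher in cluster 2 and 40.5% when lower, and its cause was not tested. Genes of different kinds counted by both assays are not the main cause, since 81.9% of the genes not called were tested in bulk, and 303 of these 331 had the same direction.

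The immediate-early list did not differ between unsorted and sorted libraries (median log2 fold change 0.036, mean -0.040, camera adjusted p = 0.262, fry adjusted p = 0.157), and without the block the median was 0.040. Its median rests on genes near 0, while FOS (-1.30, standard error 0.465), FOSB (-1.20, standard error 0.285), EGR1 (-0.48) and DUSP1 (-0.41), chosen after their values were seen, were lower in unsorted cells, the direction that handling would give, and FOSL1 (1.10) was higher. None of them passed the FDR over all genes. Adjusted over the list alone, 2 genes of the list passed, and 0 did without the block, without replicate 2 or without replicate 3. Without replicate 1, in a fit whose calls carry little weight, 9 passed. Handling stress during the sort therefore cannot be told apart from none.

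The muscle differentiation list was lower in CD44high than in CD44low libraries, with a median log2 fold change of -0.52 and 19 of 26 genes lower (camera adjusted p = 0.00378), which fry did not call (adjusted p = 0.0997), and without the block the median was -0.53. Leaving out replicate 1, 2 or 3 gave medians of -0.28, -0.58 and -0.56. The 17 list genes of at least 10 CPM had medians of -1.21, -0.44 and -0.30 in batches 1 to 3, so the size rests largely on batch 1. The muscle list was higher in unsorted than in sorted libraries by 0.24 (camera adjusted p = 1.62e-11, fry adjusted p = 0.0983), and by 0.21 to 0.36 when a replicate was left out. Over the same 17 genes, unsorted cells lay above CD44high by at least 0.25 in every batch. Over CD44low their medians were -0.13, 0.032 and -0.011 in batches 1 to 3, so the list was not above both fractions throughout. Its median excess over the mixture was 0.11, 0.11 and 0.042. The G2M list was higher in CD44high by 0.13 (camera adjusted p = 0.00255, fry adjusted p = 0.000938), and fry did not call it without the block (adjusted p = 0.41), without replicate 1 (adjusted p = 0.0891) or without replicate 3 (adjusted p = 0.0507). The S phase list did not differ between unsorted and sorted libraries (-0.015, camera adjusted p = 0.215). Between the single-cell clusters, the median log2 ratio was -0.25 for the muscle list, at percentile 0.99 of the random lists, and 0.019 for the G2M list, at percentile 87.7. The fusion partners changed little in bulk, with log2 fold changes of 0.15 for PAX3 (edgeR adjusted p = 0.1, higher in CD44high in 3 of 3 batches) and -0.020 for FOXO1 (edgeR adjusted p = 0.855). Without replicate 1, in a fit whose calls carry little weight, PAX3 passed the FDR, at 0.20.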
